# Inhibition of γ-glutamyl transferase suppresses airway hyperresponsiveness and airway inflammation in a mouse model of steroid resistant asthma exacerbation

**DOI:** 10.3389/fimmu.2023.1132939

**Published:** 2023-06-12

**Authors:** Cancan Zhang, Huisha Xu, Keilah G. Netto, Leon A. Sokulsky, Yiyan Miao, Zhongyuan Mo, Yan Meng, Yingying Du, Chengyong Wu, Liyou Han, Lirong Zhang, Chi Liu, Guojun Zhang, Fuguang Li, Ming Yang

**Keywords:** asthma exacerbation, LPS, γ-glutamyl transferase, airway hyperresponsiveness, airway inflammation

## Abstract

**Introduction:**

Despite recent advances, there are limited treatments available for acute asthma exacerbations. Here, we investigated the therapeutic potential of GGsTop, a γ-glutamyl transferase inhibitor, on the disease with a murine model of asthma exacerbation.

**Methods:**

GGsTop was administered to mice that received lipopolysaccharide (LPS) and ovalbumin (OVA) challenges. Airway hyperresponsiveness (AHR), lung histology, mucus hypersecretion, and collagen deposition were analyzed to evaluate the hallmark features of asthma exacerbation. The level of proinflammatory cytokines and glutathione were determined with/without GGsTop. The transcription profiles were also examined.

**Results:**

GGsTop attenuates hallmark features of the disease with a murine model of LPS and OVA driven asthma exacerbation. Airway hyperresponsiveness (AHR), mucus hypersecretion, collagen deposition, and expression of inflammatory cytokines were dramatically inhibited by GGsTop treatment. Additionally, GGsTop restored the level of glutathione. Using RNA-sequencing and pathway analysis, we demonstrated that the activation of LPS/NFκB signaling pathway in airway was downregulated by GGsTop. Interestingly, further analysis revealed that GGsTop significantly inhibited not only IFNγ responses but also the expression of glucocorticoid-associated molecules, implicating that GGsTop profoundly attenuates inflammatory pathways.

**Conclusions:**

Our study suggests that GGsTop is a viable treatment for asthma exacerbation by broadly inhibiting the activation of multiple inflammatory pathways.

## Introduction

Hospitalizations as a result of asthma exacerbations are common, especially in children, and account for a significant proportion of lung associated healthcare costs (1, 2). Environmental agents including air pollutants and airway infection are the major trigger of exacerbations. Asthma exacerbations are associated with a decline in lung function and heightened inflammation of the airways (2). Both animal and clinical studies have demonstrated that the inflammatory response of asthma exacerbations is featured by the infiltration of a mixture of multiple immune cells including eosinophils and neutrophils, and is strongly linked to many proinflammatory cytokines and chemokines including type 1 and 2 cytokines, tumor necrosis factor (TNF)-α, MCP-1 and IL-6 (3, 4). These observations are indicative that the complex and multifactorial pathophysiological changes in the airways are characteristic with the pathogenesis of asthma exacerbations.

Asthma exacerbations are often difficult to control with conventional glucocorticosteroids-based therapies and novel approaches to therapy are urgently needed (1, 5, 6). Currently, there has been an influx of biologic treatments for asthma targeting cytokines that are notable drivers for asthma exacerbation, such as tezepelumab (anti-TSLP), astegolimab (anti-ST2), itepekimab (anti-IL-33), and risankezumab (anti-IL-23) (7–10). While there has been some success in employing these biologic agents as stand-alone therapies or add-ons to glucocorticoids, issues regarding the high cost of these therapeutics remain to be a barrier to access (11). Furthermore, most biologic therapies are tailored towards type 2 immune factors (namely TSLP, IL-5, and IL-4R), and biologics developed for non-Th2 driven exacerbations (e.g. anti-IL-17) have not demonstrated adequate efficacy (12).

γ-glutamyl transferase (GGTs) are ubiquitous enzymes that hydrolyze glutathione S-conjugates and γ-glutamyl bonds of glutathione (GSH) (13). This results in the degradation of extracellular GSH, which is a crucial process involved in the equilibrium of intracellular and extracellular redox reactions (14). Increased expression of GGT in the bloodstream is an indicator of liver or bile duct damage. Accumulating evidence shows that GGTs are crucial to the pathogenesis of many human diseases through oxidative stress dysregulation, including ischemia, cancer, and lung inflammation (15–17). Interestingly, GGsTop, an effective and non-toxic inhibitor of GGTs (18), has been shown to improve outcomes in GGTs-related diseases including cancer, lung inflammation, neuroinflammation, and ischemia-reperfusion (19–24). Additionally, GGsTop was also successful in attenuating IL-13-induced airway hyperreactivity and mucous production (20), suggesting that there is therapeutic potential for this compound in the treatment of asthma. However, studies with GGT-deficient mice and GGsTop administration have employed IL-13 to induce airway pathological response, which is specifically focused on type 2-associated pathways, consisting of eotaxins induced eosinophilic, MUC5AC-muscus hypersecretion, and IL-13 induced AHR (25, 26). By contrast, OVA/LPS-based model has a complex immune response in the lung that not only enhances type 2 response including IL-13 but also involves type 1 response including IFNγ, and aberrant macrophage activation (27–29), which better reflects the pathological changes in the lung during asthma exacerbation. Moreover, the effectiveness of GGsTop in OVA/LPS-induced asthma exacerbation has never been investigated.

Here, we examined the effect of GGsTop in our established mouse model of lipopolysaccharide (LPS) and ovalbumin (OVA) induced steroid-resistant asthma, by assessing the therapeutic outcomes of airway hyperresponsiveness (AHR), airway inflammation and mucus secretion. The reason of employing this model is that there is due to the association between steroid-resistant exacerbations and the level of LPS exposure epidemiologically (30, 31). We further investigated how GGsTop affected the downstream inflammatory pathways and outlined the role of GGTs in asthma exacerbation. Overall, our results suggest that GGsTop has therapeutic potential for patients with steroid resistant asthma exacerbations, and encourages further investigation into GGTs and GSH in the propagation of asthmatic phenotypes.

## Materials and methods

### Mice

Specific pathogen-free BALB/c male mice (6–8 wk old) were obtained from Beijing Vitonlihua Company [license No. SCXK (Beijing) 2021-0006] (Beijing, China) and were housed in an SPF environment at the animal housing facility, Zhengzhou University. All experimental protocols were approved by the Animal Ethics Committee of Zhengzhou University (#ZZURIB20180120).

### Establishment of asthma exacerbations

Mice were sensitized by intraperitoneal (i.p) injection consisting of a mixture of OVA and Alum hydroxide gel as previously described (32). The ratios consisted of 50µg of OVA and 2mg Alum (Sigma‐Aldrich) in 200 µL sterile PBS per mouse on days 0 and 7. Mice were then challenged by OVA intranasally (i.n) (5 µg in 50 μL sterile PBS) on days 14-17. Nonsensitized mice received sterile PBS only. Where indicated, mice received i.n. LPS (50 ng; Sigma-Aldrich) in PBS on days 19 and 21. Endpoints were assessed on day 25. To inhibit the activity of GGTs, some mice were intratracheally (i.t.) administered GGsTop (0.5mg/kg, WakoPure, Osaka, Japan) or vehicle control on days 21, 22, and 23, according to previously published method (20). GGT activity can be effectively inhibited in BALF and serum after trachea-delivery of this dose.

### Lung function

Airway resistance (Raw) in response to increasing doses of aerosolized methacholine (MCh, Sigma‐Aldrich) was measured using a Flexivent apparatus (FX1 system; Scireq) as previously described (32, 33). Briefly, mice were anesthetized (i.p.) using a combination of xylazine (2 mg/mL, Troy Laboratories), ketamine (40 mg/mL, Parnell), and PBS (ratio of 5:4:1). A cannula was inserted into the airways, and mice were ventilated with a tidal volume of 8 mL/kg at a frequency of 450 breaths/minute. Mice were challenged with saline aerosol followed by increasing concentrations of methacholine (0.1, 0.3, 1, 3, 10, and 30 mg/mL). Measurements were excluded if the coefficient of determination was lower than 95%. Airway resistance was recorded and presented as a percentage increase over baseline.

### Bronchoalveolar lavage fluid cells and lung histology

BALF was collected immediately following lung function measurements. The left lung lobe was tied, and the right lung was flushed three times with 500µl sterile PBS. BALF was centrifuged to pellet cells and red blood cells were then removed by using red blood cell (RBC) lysis buffer. Total cell numbers were determined for each sample before being spun on a microscope slide using a cytospin centrifuge. Cells were then stained with May-Grunwald and Giemsa staining reagents and counted under a 100× microscope to determine percentage populations of immune cells (approximately 500 cells per sample).

Left lung lobes from treated mice were removed, fixed in 10% buffered formalin, embedded, and sectioned (4–6 mm). Sections were then stained with hematoxylin-eosin (HE), periodic acid–Schiff (PAS) or Masson’s Trichrome Stain (MTS). Scorings for histopathology (inflammatory infiltrates), PAS (mucus-producing cells) or MTS (collagen deposition) were performed according to a set of morphological criteria, as previously described (34, 35). Briefly, scoring of airway and vascular Inflammation: 0 = no inflammation, 1 = Some airways/vessels have small numbers of cells, 2 = Some airways/vessels have significant inflammation, 3 = Majority of airways/vessels have some inflammation, 4 = Majority of airways/vessels are significantly inflamed. Scoring of parenchymal Inflammation: 0 = <1% affected, 1 = 1-9% affected, 2 = 10-29% affected, 3 = 30-49% affected, 4 = 50-69% affected, 5 = >70% affected. Airways, bold vessels and parenchyma were scored separately and summed to the total score. Scoring was performed blinded.

### Blunt dissection of airway

Airway tissue was isolated by blunt dissection, using two pairs of forceps to separate lung parenchyma from the larger airways and leaving several generations of airway attached to the trachea (36). Airway tissue without trachea was then snap frozen in liquid nitrogen until RNA extraction was performed.

### Peripheral blood

Peripheral blood was collected from the tail veins of mice by cutting the tail, discarding the first drop of blood, then adding the next drop of blood to one end of the slide. Blood was smeared on the slide and Wright-Giemsa staining was then performed on the slide. The blood smear was dried and sealed, and cells were enumerated using light microscopy as previously described (37).

### Bone marrow

Femurs were isolated using scissors and forceps, taking care that the bone is not broken. The ends of epiphyses were cut off with scissors and RPMI1640 (4 ml/mice) was flushed into the bone marrow cavity with a 1 ml syringe to collect bone marrow cells as previously described. After centrifugation, red blood cells were removed using RBC-lysis buffer. Cells were washed with 5 ml 2%FCS/PBS twice. Total cell numbers were determined for each sample before being spun on a microscope slide using a cytospin centrifuge (approximately 2×10^5^ cells/sample). Cells were then stained with May-Grunwald and Giemsa staining reagents and counted under a 100× microscope to determine percentage populations of immune cells (500 cells per sample) as previously described (37).

### RNA extraction, RT-PCR and quantitative PCR

Total RNA was isolated from bluntly dissected airway tissues using TRIzol reagent (Takara, Beijing, China) and phenol-chloroform extraction and quantified on a Nanodrop 1000 spectrophotometer (ND‐1000; Thermo Scientific). cDNA was synthesized using random hexamer primers and MMLV reverse transcriptase (Invitrogen) on a T100 thermal cycler (Bio‐Rad). Quantitative PCR was performed on a Viia7 real‐time PCR machine (Life Technologies) using SYBR reagents. Thermal cycling conditions consisted of an initial denaturing step (95°C, 3 minutes) followed by 40 cycles of denaturing (95°C, 5 seconds) and annealing (60°C, 30 seconds). Resulting mRNA levels were normalized to GAPDH and expressed as a fold-change relative to control samples (PBS group) (Primers shown in **Supplementary Table 1**).

### Protein measurement

Total lung tissue protein was extracted using RIPA tissue protein lysate (Solarbio, Beijing, China). Total protein concentration was determined using a BCA Protein Assay kit (BestBio, Beijing, China). The levels of IL‐5, IL‐13 and IFNγ were measured using Cytometric Bead Array (CBA) flex set (BD Biosciences, San Jose, CA) according to manufacturer’s instructions. Data were acquired by FACS Cytometry and analyzed with FCAP Array v3 (BD Bioscience). Individual cytokine levels were normalized to total protein.

### Detection of GSH content and GGT enzyme activity

The GSH and GSSG assay kits (Beyotime, Shanghai, China) were used to calculate the GSH content by measuring the absorbance of the products at 412 nm using DTNB as the substrate according to the manufacturer’s instructions. GGT enzyme activity were measured using γ-glutamyl Transpeptidase Activity Assay Kit (Solarbio, Beijing, China). Briefly, GGT catalyzes the transfer of γ-glutamyl from glutamyl-p-nitroanilide to N-glycylglycine to produce p-nitroanilide, which has a characteristic light absorption value at 405 nm. Glutamyl-p-nitroanilide and N-glycylglycine was used as substrates to calculate the activity of GGT enzyme by measuring the rate of increase of light absorption at 405 nm at room temperature. Resulting data were calibrated compared to control groups (PBS group).

### RNA sequencing and bioinformatic analysis

RNA-seq was performed by PANOMIX Biomedical Tech Co., LTD (Suzhou, China). RNAseq data can be accessed in the Gene Expression Omnibus under accession number GSE217834. Differential analysis of gene expression was performed with the R package of DESeq. Gene ontology (GO), KEGG, and Gene set enrichment analysis (GSEA) were performed with the R package of ClusterProfiler.

### Statistical analysis

Statistical analysis was performed using Prism version 6.07 (GraphPad Software). Two‐way ANOVA was used to identify differences between two or more experimental groups, and Student’s unpaired tests were used where comparison was made between two treatment groups. All results were presented as means ± SEM, and P values < 0.05 were considered statistically significant.

## Results

### GGsTop attenuates hallmark features of asthma in a LPS-induced exacerbation model

Previous study has demonstrated that GGsTop attenuates IL-13-induced AHR and airway mucous production (20). To investigate the effects of GGsTop on airway inflammation and AHR, we employed our established mouse model of OVA and LPS induced steroid resistant asthma exacerbations (29). Mice were i.t. administered with GGsTop three days after LPS treatment in OVA/LPS/GGsTop group. To our surprise, GGsTop treatment abolished AHR in OVA/LPS group similarly to that in PBS group (**Figure 1**). Although GGsTop treatment had no effect on the infiltration of neutrophils and lymphocytes, it decreased the levels of macrophages and eosinophils in the BALF of OVA/LPS/GGsTop group (**Figure 2A**). Inflammatory scoring of lung tissue revealed an inhibitory role of GGsTop in promoting inflammation, as demonstrated by the markedly reduced inflammatory infiltrates in OVA/LPS/GGsTop group (**Figure 2B**). Furthermore, GGsTop administration drastically inhibited mucus hypersecretion and collagen deposition in airway (**Figure 2B**). The results suggest that GGsTop profoundly suppresses AHR, airway inflammation, and key features of tissue remodeling.

**Figure 1:**
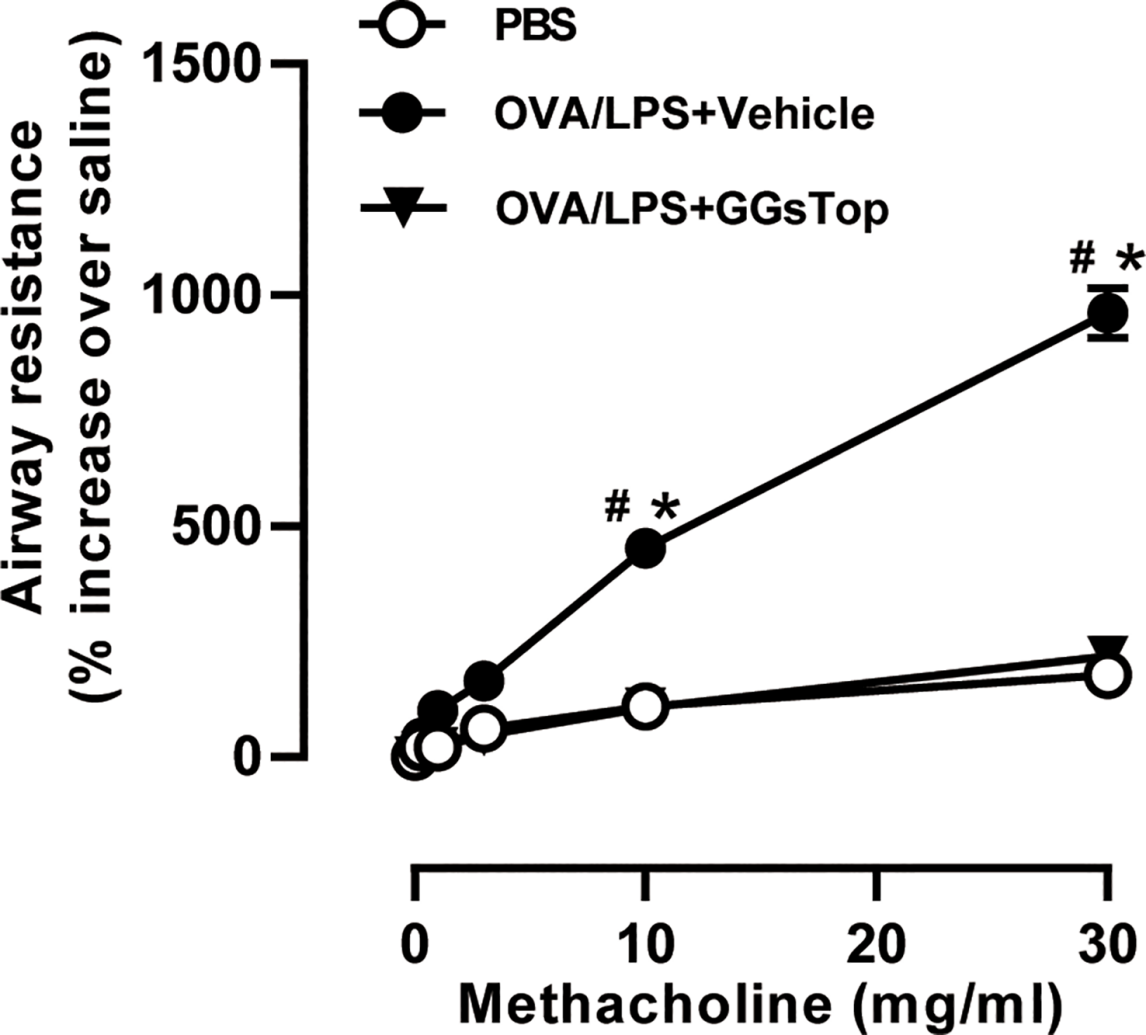
GGsTop treatment inhibits AHR in LPS-induced asthma exacerbation mice. Airway resistance was determined using flexivent platform, in response to incremental doses of nebulized methacholine represented as a percentage increase over baseline (PBS only) readings. Values are represented as mean ± SEM. PBS group had 4 mice, OVA/LPS/Vehicle had 5 mice; OVA/LPS/GGsTop had 5 mice. All experiments shown are representative of three independent experiments. ^#^Designates significant differences compared to both PBS and OVA/LPS/Vehicle groups (^#^p < 0.05). *Designates significant differences compared to the PBS group (*p < 0.05).

**Figure 2:**
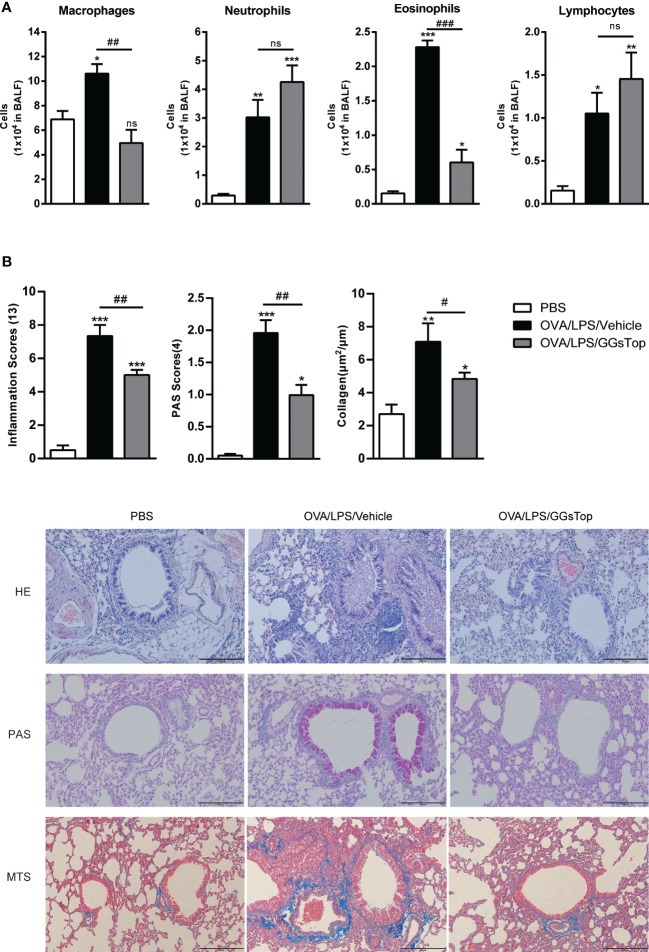
GGsTop treatment reduces inflammation, mucus hypersecretion, and collagen deposition in airways. **(A)** Differential BALF cell counts of neutrophils, macrophages, eosinophils, and lymphocytes presented as 1 × 10^4^ cells. **(B)** Representative images and scoring for HE, PAS, and MTS stained mouse lung sections. Values are represented as mean ± SEM. PBS group had 4 mice, OVA/LPS/Vehicle had 5 mice; OVA/LPS/GGsTop had 6 mice. All experiments shown are representative of three independent experiments. *Designates significant differences compared to PBS group (*p < 0.05, **p < 0.01, ***p < 0.001). ^#^Designate significant differences compared to paired group (^#^p < 0.05, ^##^p < 0.01, ^###^p < 0.001). ns represents non-significant differences.

### GGsTop inhibits the expression of type 1 and 2 signature cytokines

As type 1 and 2 cytokines underpin the development of asthma exacerbation (29), we investigated the effect of GGsTop on the expression of cytokines in lung by qPCR. OVA/LPS-treated mice exhibited increased significantly higher IL-5, IL-13, IL-25, TSLP and IFNγ mRNA in lung than those in PBS group (**Figure 3A**). Compared with OVA/LPS/vehicle group, GGsTop treatment was found to reduce the transcript levels of these five molecules. CBA assay confirmed the suppression of IL-5, IL-13 and IFNγ (**Figure 3B**). Interestingly, GGsTop similarly suppressed TNFα, MCP-1 and MUC5AC in the lung of OVA/LPS/GGsTop treated mice (**Figure 3A**). These results are indicative that GGsTop treatment reduces the expression of key inflammatory cytokines.

**Figure 3:**
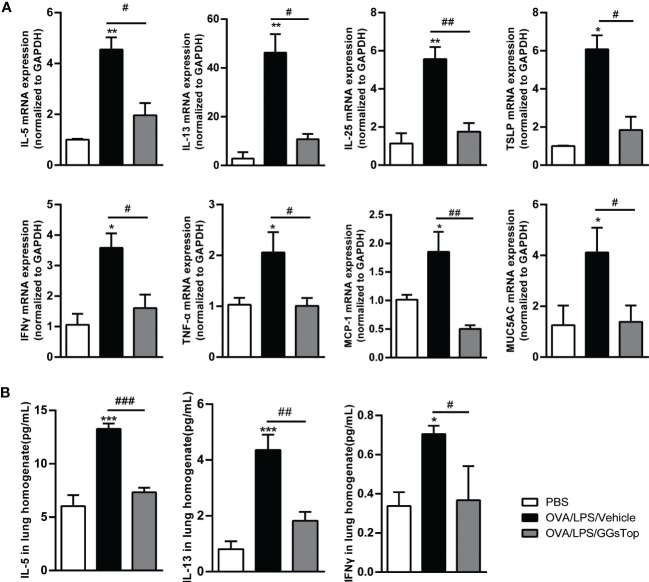
GGsTop suppresses the expression of proinflammatory factors. **(A)** mRNA expression levels of cytokines, MCP-1 and MUC5AC were assessed by qPCR and normalized to GAPDH. Presented as mean ± SEM. PBS group had 3 mice, OVA/LPS/Vehicle had 4 mice; OVA/LPS/GGsTop had 4 mice. **(B)** Protein levels of IL-5, IL-13 and IFNγ in lung tissues were assessed by CBA. Presented as mean ± SEM. PBS group had 4 mice, OVA/LPS/Vehicle had 4 mice; OVA/LPS/GGsTop had 4 mice. *Designates significant differences compared to PBS group (*p < 0.05, **p < 0.01, ***p < 0.001). ^#^Designate significant differences compared to paired group (^#^p < 0.05, ^##^p < 0.01, ^###^p < 0.001).

### GGsTop restores the level of glutathione

As GGT is critical for the degradation of glutathione whose reduction is linked to asthma (38–40), we determined the levels of glutathione and GGT activity in both BALF and lung tissue. Although the differences of reduced glutathione and GGT activity in lung between OVA/LPS/Vehicle and PBS groups did not reach significance, the P values were close to 0.05. Nevertheless, OVA/LPS treated mice had significantly reduced level of glutathione in BALF (**Figure 4A**). GGsTop significantly suppressed the increased GGT activities in OVA/LPS/GGsTop treated mice in both BALF and lung tissue, as compared to those in OVA/LPS/Vehicle treated mice (**Figure 4B**). These results suggest that reduced levels of glutathione contribute to the pathogenesis and restoring glutathione generation by GGsTop could be beneficial for asthma treatment.

**Figure 4:**
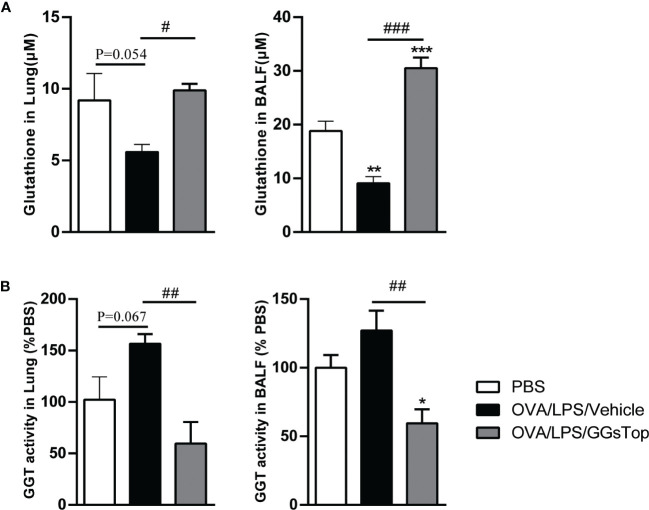
GGsTop restores glutathione generation in lung. The levels of glutathione **(A)** and GGT activity **(B)** were measured in lung and BALF. Data of GGT activity were expressed as percentage versus the control group. Presented as mean ± SEM. PBS group had 4 mice, OVA/LPS/Vehicle had 4 mice; OVA/LPS/GGsTop had 4 mice. *Designates significant differences compared to PBS group (*p < 0.05, **p < 0.01, ***p < 0.001). ^#^Designate significant differences compared to paired group (^#^p < 0.05, ^##^p < 0.01, ^###^p < 0.001).

### GGsTop suppresses increase of eosinophils in peripheral blood and bone marrow

Eosinophils are notable immune cells involved in allergic asthma exacerbation and are markers for predicting exacerbation (41). We then assessed if GGsTop had any effect on eosinophil populations in bone marrow and peripheral blood where eosinophils mature and traffic (**Figure 5**). OVA/LPS/Vehicle treatment induced significantly elevated level of eosinophils in both compartments, as compared to that of PBS treatment. Although significantly higher than those of PBS treated mice, GGsTop greatly inhibited the increased levels of eosinophils in bone marrow and peripheral blood of OVA/LPS/GGsTop treated animals, suggesting that this inhibitor has systemic effect on eosinophilic inflammation during asthma exacerbations.

**Figure 5:**
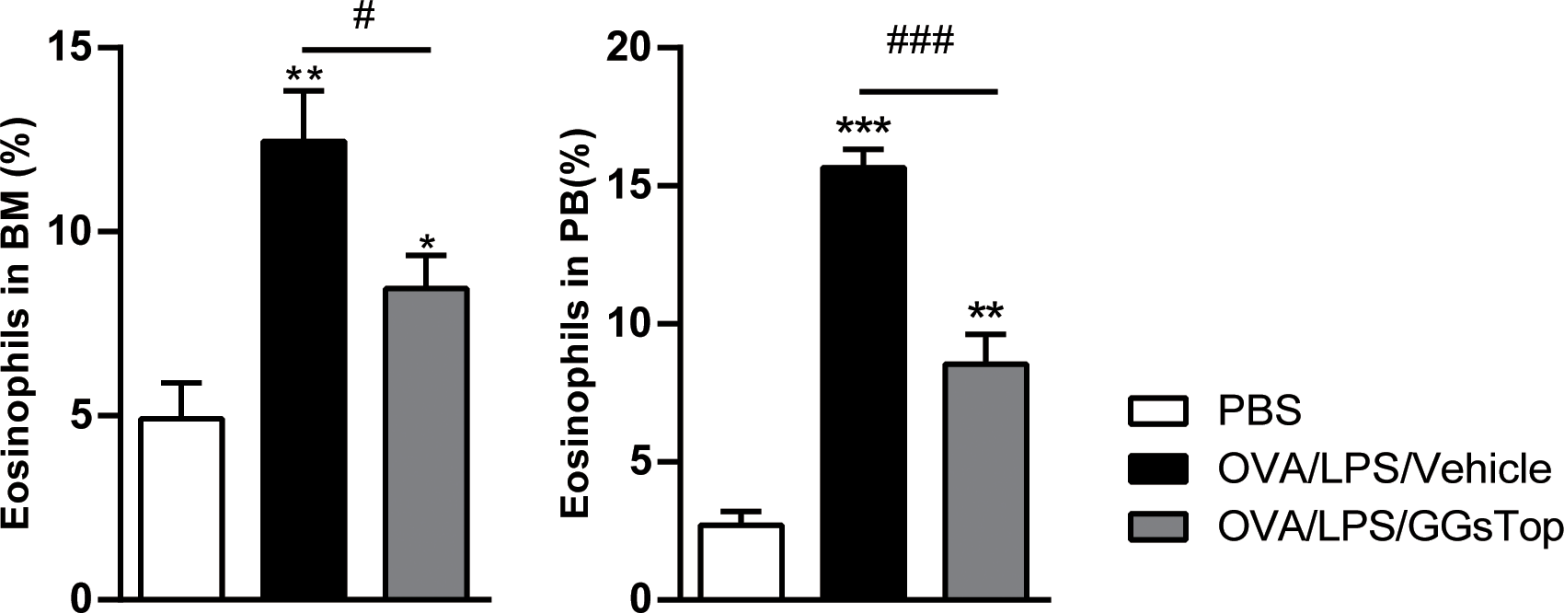
GGsTop reduces the increase of eosinophils in the bone marrow and peripheral blood. Differential percentages of eosinophils were calculated in the bone marrow (BM) and peripheral blood (PB). Presented as mean ± SEM. PBS group had 4 mice, OVA/LPS/Vehicle had 5 mice; OVA/LPS/GGsTop had 5 mice. *Designates significant differences compared to PBS group (*p < 0.05, **p < 0.01, ***p < 0.001). ^#^Designate significant differences compared to paired group (^#^p < 0.05, ^###^p < 0.001).

### GGsTop inhibits multiple immune factors and inflammatory pathways

As GGsTop extensively inhibited hallmarks of asthma exacerbations, we employed RNA-seq to understand how GGsTop negatively regulated proinflammatory pathways and overcame steroid resistance induced by OVA/LPS, by examining RNA isolated from the bluntly dissected airway of treated mice. 

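The RNA-seq data comprised 3 libraries of the PBS group, 4 of the OVA/LPS/Vehicle group and 4 of the OVA/LPS/GGsTop group. OVA/LPS/Vehicle mice received ovalbumin and LPS, and OVA/LPS/GGsTop mice were also given GGsTop, an inhibitor of γ-glutamyl transferase. The OVA/LPS/Vehicle libraries are labelled 12, 34, 56 and 78, and those of the other groups are numbered from 1. Whether these labels stand for pools of mice is not stated. If they do, the spread of this group is that of pools, and the groups differ in more than the treatment. For each library the authors deposited FPKM, which are read counts divided by gene length and by the total of the library, for 21899 mouse genes. Of these genes, 3627 were listed at 0 in all libraries. With the merged exon lengths of GENCODE M21 on GRCm38, the FPKM were whole multiples of a single fragment in every library for 21415 genes (97.8%). The library totals of fragments implied by these multiples had a median of 15502785 in the PBS group, 15874227 in the OVA/LPS/Vehicle group and 14928730 in the OVA/LPS/GGsTop group. One fragment on a transcript of 1 kb corresponded to 0.0664 FPKM in the library PBS 1, so that values near this level rest on single fragments.
Differential expression was tested with limma on log2(FPKM + 1) in a single fit of all 11 libraries, for the 14004 genes with a mean of at least 0.5 FPKM, with two-sided p-values adjusted by the Benjamini-Hochberg method. Fold changes are given as log2 with their standard errors (SE), and levels as mean FPKM ± SD. Lists of genes were tested with limma's camera, two-sided, and its p-values were adjusted over the 10 lists of a comparison. With 4 libraries against 4, the smallest p that an exact two-sided permutation test can give is 0.0286.
The GC content of a gene's longest transcript went together with its fold change. Across 13987 genes, which are not independent replicates, the Spearman correlation was 0.624 for OVA/LPS/GGsTop against OVA/LPS/Vehicle and −0.593 for OVA/LPS/Vehicle against PBS. Within single libraries, the deviation from the gene means changed with GC content by −0.261 to −0.19 log2 per 10 GC points in the OVA/LPS/Vehicle group and by 0.0464 to 0.108 in the OVA/LPS/GGsTop group. These ranges did not overlap, which gives the smallest p of the exact permutation test. In the PBS group the slopes were 0.0611, 0.0484 and 0.533. Because the slope differs with the treatment, a technical and a biological origin cannot be told apart in these libraries. Fold changes corrected for GC content are therefore given beside those of the deposited values, and this correction was chosen after seeing the data.

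**Figure D1:**
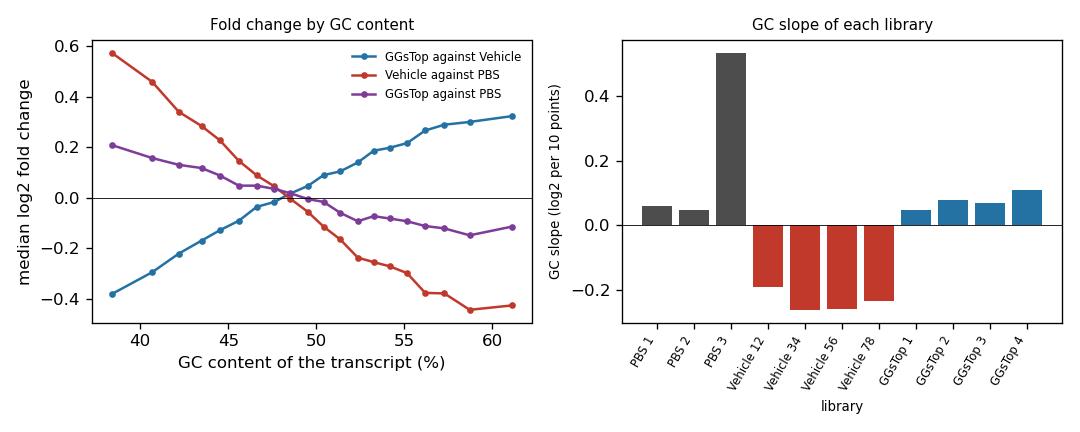
Left, median log2 fold change of genes in 20 bins of equal size by the GC content of their transcripts, for the 3 comparisons of groups. Right, slope of log2(FPKM + 1) on GC content in each library, in grey for PBS, red for OVA/LPS/Vehicle and blue for OVA/LPS/GGsTop. The bars of the OVA/LPS/Vehicle group lie below 0 and those of the OVA/LPS/GGsTop group above it.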

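Between the OVA/LPS/GGsTop and OVA/LPS/Vehicle groups, 254 genes were lower and 966 were higher in the GGsTop-treated airway at an adjusted p under 0.05. At an unadjusted p under 0.05 there were 1535 lower and 2784 higher genes, and the further requirement of a log2 fold change beyond 1 left 66 lower and 22 higher genes. The numbers at an adjusted p under 0.05 rose most when limma weighted the libraries by their quality, to 1982 lower and 3232 higher genes. With each of the 8 libraries left out in turn, between 4 and 186 genes were lower and between 20 and 866 were higher. With libraries rescaled to the same median there were 354 lower and 344 higher genes, and to the same FPKM total 155 lower and 2026 higher genes. After correction for GC content 60 genes were lower and 251 higher, and 225 of the 1220 genes called on the deposited values kept their call. With a pseudocount of 0.1 in place of 1, 134 lower and 88 higher genes passed p under 0.05 with a log2 fold change beyond 1.
Among the lower genes, the smallest p-values belonged to Cxcl5, mt-Nd3, Smim10l1, Ccl20 and Gzma. The mitochondrial gene mt-Nd3 fell from 9.13 ± 2.09 FPKM (SD, n = 4) to 1.33 ± 0.56 FPKM (SD, n = 4), a log2 fold change of −2.13 (SE 0.20, adjusted p = 0.00139). The fold change of Smim10l1 was −0.90 (SE 0.11, adjusted p = 0.00584) and that of Gzma, which encodes granzyme A, was −0.91 (SE 0.13, adjusted p = 0.0126). Among the higher genes, the smallest p-values belonged to Tef, Per2, Per3, Atp7b and Ngef. Tef, a transcription factor with a daily rhythm, rose from 17.2 ± 0.615 FPKM (SD, n = 4) to 44.8 ± 7.52 FPKM (SD, n = 4), a log2 fold change of 1.32 (SE 0.12, adjusted p = 0.00136). Per2 changed by 1.63 (SE 0.17, adjusted p = 0.00263), Per3 by 1.49 (SE 0.16, adjusted p = 0.00263), the copper transporter Atp7b by 1.13 (SE 0.13, adjusted p = 0.00389) and Ngef by 0.87 (SE 0.10, adjusted p = 0.00584). After GC correction these 10 genes kept an adjusted p under 0.05, the largest being 0.0411 for Gzma.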

152 down-regulated genes and 79 up-regulated genes were found to be differentially expressed of OVA/LPS/GGsTop group compared with OVA/LPS/vehicle group (**Figure 6A**). Of these genes identified, down-regulated factors included the immune factors CXCL1, CXCL2, and CXCL5, the macrophage inflammatory protein CCL20, and the pattern-recognition associated protein DMBT1 (42). Similarly, up-regulated factors included the interferon-related factor IFITM5, HIF3α, and Nr1d1 (**Figure 6B**).

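In the RNA-seq libraries, Cxcl5 (ENSMUSG00000029371, chromosome 5, 90759360 to 90761624 of GRCm38) measured 59.9 ± 16.5 FPKM (SD, n = 4) in the OVA/LPS/Vehicle group, 1.43 ± 1.22 FPKM (SD, n = 4) in the OVA/LPS/GGsTop group and 2.93 ± 1.79 FPKM (SD, n = 3) in the PBS group. Its log2 fold change with GGsTop was −4.74 (SE 0.40, adjusted p = 0.0012), and it stayed between −5.02 and −4.53 when each library was left out in turn. Cxcl1 (ENSMUSG00000029380, chromosome 5, 90891241 to 90893115) fell from 7.02 ± 2.68 FPKM (SD, n = 4) to 2 ± 0.491 FPKM (SD, n = 4), with a log2 fold change of −1.38 (SE 0.21, adjusted p = 0.0131). Cxcl2 (ENSMUSG00000058427, chromosome 5, 90903871 to 90905938) was less abundant, at 1.85 ± 0.817 FPKM (SD, n = 4) against 0.361 ± 0.161 FPKM (SD, n = 4), and changed by −1.02 (SE 0.20, adjusted p = 0.0204). Ccl20 (ENSMUSG00000026166, chromosome 1, 83116766 to 83119167) fell from 18.8 ± 7.45 FPKM (SD, n = 4) to 2.01 ± 1.3 FPKM (SD, n = 4), a change of −2.73 (SE 0.36, adjusted p = 0.00842). For these 4 chemokines every OVA/LPS/GGsTop library lay below every OVA/LPS/Vehicle library.
Dmbt1 (ENSMUSG00000047517, chromosome 7, 131032053 to 131121630) varied more, from 2.05 to 36.8 FPKM among the 4 OVA/LPS/Vehicle libraries and from 0.0328 to 2.43 FPKM among the 4 OVA/LPS/GGsTop libraries. Its log2 fold change was −2.95 (SE 0.68, adjusted p = 0.0302), and 5 of the 8 fits that each left out 1 library gave an adjusted p above 0.05. After GC correction the adjusted p was 0.00157 for Cxcl5, 0.0199 for Ccl20, 0.0324 for Cxcl1, 0.0507 for Cxcl2 and 0.0507 for Dmbt1.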

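Nr1d1 (ENSMUSG00000020889, chromosome 11, 98767932 to 98775333), which encodes a repressor of the circadian clock, rose in the airway libraries from 11.6 ± 2.57 FPKM (SD, n = 4) in the OVA/LPS/Vehicle group to 48.9 ± 9.14 FPKM (SD, n = 4) in the OVA/LPS/GGsTop group, with 13.6 ± 10.6 FPKM (SD, n = 3) in the PBS group. The log2 fold change was 1.98 (SE 0.33, adjusted p = 0.0163). Hif3a (ENSMUSG00000004328, chromosome 7, 17031507 to 17062427) measured 0.292 ± 0.0418 FPKM (SD, n = 4) without and 0.985 ± 0.18 FPKM (SD, n = 4) with GGsTop. Its log2 fold change of 0.62 (SE 0.10, adjusted p = 0.0163) was held down by the pseudocount at these low levels, and was 1.46 with a pseudocount of 0.1. Ifitm5 (ENSMUSG00000025489, chromosome 7, 140948958 to 140950291) ranged from 0.313 to 1.48 FPKM in the OVA/LPS/Vehicle group, where the library 56 stood above the others, and from 0.901 to 3.23 FPKM in the OVA/LPS/GGsTop group. The change of 0.96 (SE 0.29, adjusted p = 0.0589) was not past the threshold. It passed with libraries rescaled to the same FPKM total (adjusted p = 0.0422), with array weights (adjusted p = 0.0084) and in a fit of these 2 groups only (adjusted p = 0.0423). After GC correction the adjusted p was 0.0414 for Nr1d1, 0.0324 for Hif3a and 0.187 for Ifitm5.

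**Figure D2:**
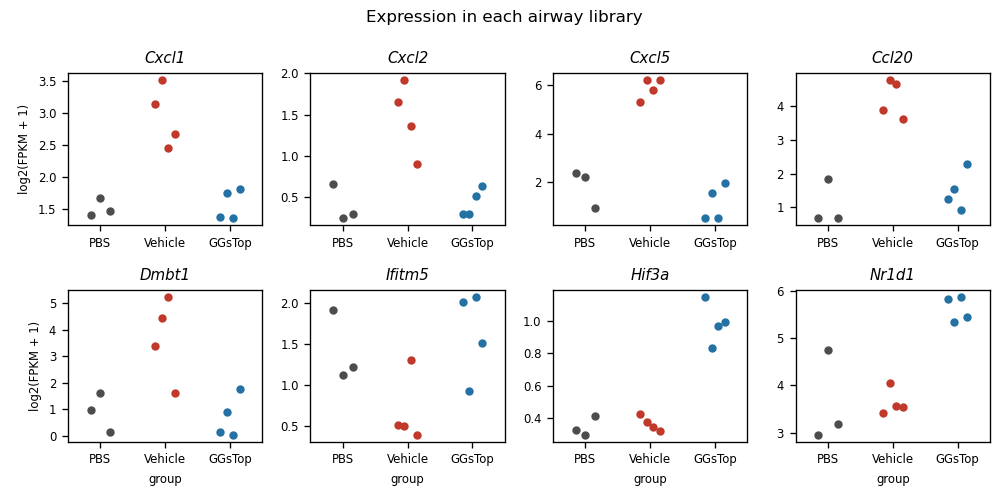
Expression of 8 genes as log2(FPKM + 1) in each library of the PBS, OVA/LPS/Vehicle and OVA/LPS/GGsTop groups, 1 point per library. The points of Cxcl1, Cxcl2, Cxcl5, Ccl20, Hif3a and Nr1d1 do not overlap between the Vehicle and GGsTop groups, while those of Dmbt1 and Ifitm5 do.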

**Figure 6:**
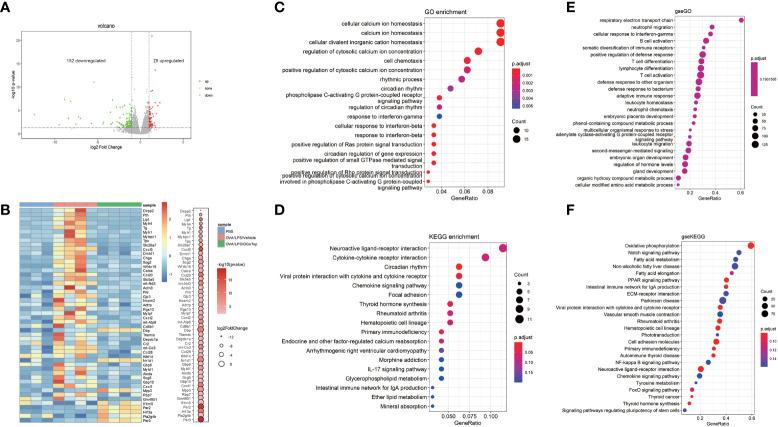
Gene-expression profiles influenced by GGsTop treatment. **(A)** The volcano plot shows 152 down-regulated genes and 79 up-regulated genes of OVA/LPS/GGsTop group compared with OVA/LPS/vehicle group. **(B)** The heat map depicts the top 50 significant DEGs in PBS group, OVA/LPS/vehicle group and OVA/LPS/GGsTop group. DEGs are differential expression in OVA/LPS/GGsTop group compared with OVA/LPS/vehicle group. **(C)** Gene ontology, **(D)** KEGG, and **(E, F)** GSEA analysis in OVA/LPS/GGsTop group compared with OVA/LPS/vehicle group based on the RNA sequencing data.

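Supplementary Table 2 holds scaled values of the genes of the heat map for the same 11 libraries. For its 49 genes, the correlation across the libraries between the values of the table and log2(FPKM + 1) had a median of 0.996 and a minimum of 0.979. Of these genes 40 had a mean of at least 0.5 FPKM, and 34 were lower and 6 higher in the OVA/LPS/GGsTop group than in the OVA/LPS/Vehicle group. An adjusted p under 0.05 was reached by 14 lower and 5 higher genes, and after GC correction by 6 lower and 4 higher genes. These genes were chosen by the authors from the same libraries, so that their directions are no separate test.
Dbp (chromosome 7, 45705088 to 45710203 of GRCm38), which is driven by the circadian clock, rose most, from 4.17 ± 1.17 FPKM (SD, n = 4) to 20.7 ± 4.71 FPKM (SD, n = 4), a log2 fold change of 2.07 (SE 0.26, adjusted p = 0.00621) and of 1.79 after GC correction (adjusted p = 0.0318). Lipf, which encodes gastric lipase, fell most, by −5.27 (SE 1.43, adjusted p = 0.0456). It ranged from 0.254 to 590 FPKM among the OVA/LPS/Vehicle libraries and reached 0.83 FPKM in the OVA/LPS/GGsTop group, so that its fall rests on some of the OVA/LPS/Vehicle libraries.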

Gene ontology (GO) and cell signaling pathway analysis (KEGG) revealed several differentially regulated pathways, most notably pathways associated with calcium ion homeostasis, cell chemotaxis, and cytokine-cytokine receptor interactions (**Figures 6C, D**). 

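Lists of genes fixed before the FPKM were seen stood for these processes in the airway libraries, in the place of the GO and KEGG terms. Of 46 chemokine and chemokine receptor genes, 36 were lower and 10 higher in the OVA/LPS/GGsTop group than in the OVA/LPS/Vehicle group, with a median log2 fold change of −0.24 (limma's camera, adjusted p = 1.35e-05). Among them 6 lower genes had an adjusted p under 0.05 over all genes, and 6 did over the list alone. The result moved most when camera estimated the correlation among the genes of the list (adjusted p = 0.25), and after GC correction it was −0.15 (adjusted p = 3.11e-05).
For 54 genes of calcium handling, 25 were lower and 29 higher, the median was 0.04 and the list was not past the threshold (adjusted p = 0.706). Within this list 1 lower and 5 higher genes passed over all genes, and 11 genes did over the list alone. The smallest p-values belonged to Cacna1c, a subunit of the L-type calcium channel (0.57, SE 0.11, adjusted p = 0.0198), Atp2b2 (0.46, SE 0.11, adjusted p = 0.0328) and P2rx7 (0.39, SE 0.09, adjusted p = 0.0343). After GC correction only Cacna1c kept its call (adjusted p = 0.0401), against 0.0891 and 0.0511 for the others.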

Calcium ion homeostasis has been proved to function in asthma. Ca2^+^ sensor STIM1 drives airway hyperresponsiveness and airway smooth muscle remodeling in asthma (43). Ca2^+^release–activated Ca2^+^ channel protein ORAI1 promotes Th2 cell functions in asthma (44). 

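In the same airway libraries Orai1 (ENSMUSG00000049686, chromosome 5, 123015074 to 123030456) measured 13.9 ± 1.78 FPKM (SD, n = 4) in the OVA/LPS/Vehicle group and 14.8 ± 2.19 FPKM (SD, n = 4) in the OVA/LPS/GGsTop group, a log2 fold change of 0.08 (SE 0.17, adjusted p = 0.773). Stim1 (ENSMUSG00000030987, chromosome 7, 102267806 to 102437319) changed by 0.12 (SE 0.12, adjusted p = 0.515), from 7.57 ± 0.803 FPKM (SD, n = 4) to 8.34 ± 1.42 FPKM (SD, n = 4), with the library OVA/LPS/GGsTop 4 above the others of its group. After GC correction the signs turned, to −0.18 for Orai1 (adjusted p = 0.436) and −0.05 for Stim1 (adjusted p = 0.812).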

Cell chemotaxis and cytokine-cytokine receptor interactions are common knowledge that participate in inflammation response in asthma. 

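Genes of oxidative phosphorylation were divided into those encoded in the mitochondrial genome and those encoded in the nucleus. All 13 mitochondrially encoded genes were lower in the OVA/LPS/GGsTop group than in the OVA/LPS/Vehicle group, with a median log2 fold change of −0.99 (limma's camera, adjusted p = 1.60e-07). Of these genes 4 had an adjusted p under 0.05 over all genes and 5 over the list alone. mt-Atp6 fell from 63.8 ± 33 FPKM (SD, n = 4) to 12.6 ± 2.95 FPKM (SD, n = 4), a change of −2.14 (SE 0.41, adjusted p = 0.0198), and mt-Co3 changed by −1.94 (SE 0.36, adjusted p = 0.0198). Mitochondrial transcripts made up 14.5% to 19.5% of all FPKM in the OVA/LPS/Vehicle libraries, 7.4% to 11.1% in the OVA/LPS/GGsTop libraries and 2.08% to 10.1% in the PBS libraries. The median GC content of these transcripts was 37.1% against 49.9% over all genes tested, and after GC correction the median log2 fold change was −0.68 (adjusted p = 1.10e-06).
Of 78 nuclear genes of the respiratory chain and ATP synthase, 75 were lower and 3 higher with GGsTop, with a median of −0.33 (adjusted p = 7.10e-11) and of −0.36 after GC correction (adjusted p = 6.00e-17). Single changes were small. Only Ndufa3 passed over all genes, at −0.35 (SE 0.09, adjusted p = 0.0337), and no gene did over the list alone. Atp5mpl changed by −0.78 (SE 0.22, adjusted p = 0.0505) and Atp5k by −0.65 (SE 0.19, adjusted p = 0.0526). When camera estimated the correlation among the genes, neither list passed the threshold (adjusted p = 0.25 for the mitochondrial and 0.432 for the nuclear genes). The nuclear list did not pass with limma's rotation test fry either (adjusted p = 0.14). Its mean log2(FPKM + 1) was 5.07 and 5.05 in OVA/LPS/GGsTop 1 and 3. In OVA/LPS/GGsTop 2 and 4 it was 5.59 and 5.55, within the 5.44 to 5.81 of the OVA/LPS/Vehicle group. The PBS libraries ranged from 4.94 to 5.51. A list of cardiac muscle genes was also lower in OVA/LPS/GGsTop 1 and 3 (4.73 and 3.99) than in 2 and 4 (6.50 and 6.44). Tissue carried along in the dissection was not separated from a change in expression.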

Gene set enrichment analysis (GSEA) also enriched numerous pathways associated with Respiratory electron transport chain, oxidative phosphorylation (**Figures 6E, F**). Respiratory electron transport chain and oxidative phosphorylation are related to oxidative stress. Oxidative stress causes damage of lung promoting airway hyperresponsiveness and inflammation in asthma exacerbations. The molecular mechanisms have been studied extensively (45).

LPS binds to TLR4, and downstream activates transcriptional factors NFκB, IRF3, and JNK/AP1 (46, 47). GSEA analysis identified cellular response to LPS and NFκB signaling pathway was suppressed by GGsTop treatment (**Figures 7A, B**). 

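In the airway libraries, 32 of 49 NFκB target genes were lower and 17 higher in the OVA/LPS/GGsTop group than in the OVA/LPS/Vehicle group. The median log2 fold change was −0.16 (limma's camera, adjusted p = 0.00112), and after GC correction it was −0.12 (adjusted p = 2.19e-05). In this list 6 lower genes and no higher gene had an adjusted p under 0.05 over all genes, and 7 genes did over the list alone. The mean of log2(FPKM + 1) over the list ranged from 3.15 to 3.34 in the OVA/LPS/Vehicle libraries and from 2.89 to 3.07 in the OVA/LPS/GGsTop libraries. With the correlation among the genes estimated from the data, the list was not past the threshold (adjusted p = 0.25).
The list of LPS and TLR4 signaling held 44 genes, of which 20 were lower and 24 higher with GGsTop. Its median was 0.07 (adjusted p = 0.876). For the Reactome set of the TLR4 cascade, with 90 genes, the median was 0.01, while camera gave the lower direction (adjusted p = 0.775). Irak2 (0.30, SE 0.08, adjusted p = 0.0456) and Irf3 (0.49, SE 0.13, adjusted p = 0.0458) were higher with GGsTop, and Ly86 changed by −0.43 (SE 0.12, adjusted p = 0.0507). No gene of the list passed over the list alone, and after GC correction the adjusted p was 0.163 for Irak2 and 0.188 for Irf3.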

To testify whether GGsTop functions by LPS/TLR4/NFκB pathway, the expression pattern of enriched genes involved in cellular response to LPS and NFκB signaling pathway gene sets in the analysis database were selected (**Figure 7C**; **Supplementary Figure S1**). 

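Supplementary Tables 3 and 4 list genes of the LPS response and NFκB sets with scaled values for the 11 libraries. Table 3 shows 49 genes, of which 41 were in the fit. All of these were lower in the OVA/LPS/GGsTop group than in the OVA/LPS/Vehicle group, with log2 fold changes from −1.70 for Ltf to −0.07 for Gfi1, and 2 had an adjusted p under 0.05. One of these was Plscr1, with −0.46 (SE 0.12, adjusted p = 0.044). Of the 26 genes of Table 4, 25 were in the fit and all were lower, 4 of them with an adjusted p under 0.05. The authors' enrichment selected these genes from the same libraries, which fixes their direction. After GC correction no gene of Table 3 and 1 gene of Table 4 had an adjusted p under 0.05.
The 6 genes present in both tables were Tnf, Tlr4, Il1b, Ly96, Cd14 and Ticam2. None had an adjusted p under 0.05. Tnf changed by −0.26 (SE 0.18, adjusted p = 0.353), Il1b by −0.44 (SE 0.24, adjusted p = 0.231) and Ticam2 by −0.31 (SE 0.09, adjusted p = 0.0609). Vcam1, a gene of Table 4, changed by −0.47 (SE 0.11, adjusted p = 0.0331) and by −0.13 after GC correction (adjusted p = 0.505).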

Of the overlapping genes identified, the down-regulated chemokines CXCL1, CXCL2, and CXCL3 were further confirmed by qPCR (**Figure 7D**).

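In the airway RNA-seq, Cxcl3 could be set beside its neighbours on chromosome 5. Cxcl3 (ENSMUSG00000029379, chromosome 5, 90786103 to 90789600) lay under the filter of 0.5 FPKM, at 0.554 ± 0.215 FPKM (SD, n = 4) in the OVA/LPS/Vehicle group, 0.135 ± 0.0852 FPKM (SD, n = 4) in the OVA/LPS/GGsTop group and 0.0949 ± 0.0517 FPKM (SD, n = 3) in the PBS group. The difference in log2(FPKM + 1) with GGsTop was −0.45 (exact two-sided permutation test, p = 0.0571). The library OVA/LPS/Vehicle 56 was listed at 0.233 FPKM, within the range of the OVA/LPS/GGsTop group, which reached 0.236 FPKM. Against the PBS group, the log2 fold change in the OVA/LPS/Vehicle group was 1.44 (SE 0.23, adjusted p = 0.00365) for Cxcl1 and 1.06 (SE 0.22, adjusted p = 0.00619) for Cxcl2.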

**Figure 7:**
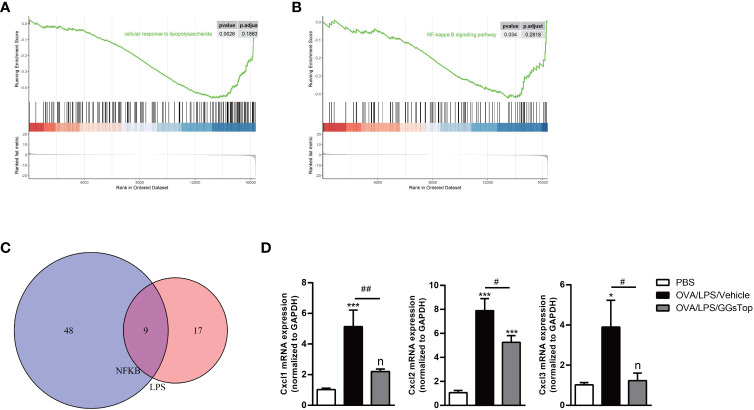
GGsTop treatment represses chemokines regulated by LPS/NFκB pathway. **(A, B)** GSEA analysis enriched cellular response to LPS and NFκB signaling pathway. **(C)** Venn plot showing the overlap of enriched genes between cellular response to LPS and NFκB signaling pathway. **(D)** Levels of CXCL1, CXCL2, and CXCL3 were assessed by qPCR and normalized to GAPDH. Presented as mean ± SEM. PBS group had 3 mice, OVA/LPS/Vehicle had 4 mice; OVA/LPS/GGsTop had 5 mice. *Designates significant differences compared to PBS group (*p < 0.05, ***p < 0.001). ^#^Designate significant differences compared to paired group (^#^p < 0.05, ^##^p < 0.01).

## Discussion

Here, we identified that GGsTop attenuated LPS-induced exacerbation on the basis of OVA-induced asthma, resulting in profound reductions of AHR, mucus hypersecretion, and the expression of multiple key proinflammatory factors. Our previous study has demonstrated that OVA/LPS induced AHR, and steroid-resistant airway inflammation (29). This demonstrates how GGsTop subverts asthma exacerbations in this treatment-resistant phenotype. Furthermore, our study demonstrated that GGsTop inhibits these hallmark features of airway inflammation, including heightened infiltration of macrophages and eosinophils in BALF, by down-regulating IFNγ and TLR4-related pathways that have previously been demonstrated to be hallmark factors involved in the perpetuation of steroid-resistant phenotypes (48).

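In the airway RNA-seq, Ifng itself was listed at 0.249 FPKM or less in the OVA/LPS/Vehicle libraries and at 0.0489 FPKM or less in the OVA/LPS/GGsTop libraries, which is too low for a comparison at this depth. A list of 47 IFNγ response genes had 37 genes lower and 10 higher in the OVA/LPS/GGsTop group than in the OVA/LPS/Vehicle group, with a median log2 fold change of −0.22 (limma's camera, adjusted p = 1.35e-05) and of −0.32 after GC correction (adjusted p = 9.27e-09). Over all genes 2 of them had an adjusted p under 0.05, and 1 did over the list alone. The library OVA/LPS/Vehicle 12 stood above the others of its group, with a mean log2(FPKM + 1) of 4.23 over the list against 3.26 to 3.39, and without it the median was −0.0853 (adjusted p = 0.00528). Ifngr2, which encodes a chain of the IFNγ receptor, changed by −0.41 (SE 0.09, adjusted p = 0.0272), with the library OVA/LPS/GGsTop 4 below the others of its group. Gbp7 changed by −1.04 (SE 0.29, adjusted p = 0.0479) and Socs1 by −0.57 (SE 0.18, adjusted p = 0.0647), both highest in OVA/LPS/Vehicle 12. The list was not past the threshold with fry (adjusted p = 0.199), with an estimated correlation among the genes (adjusted p = 0.432) or with the Reactome set of IFNγ signaling in its place (adjusted p = 0.113).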

Asthma is being increasingly recognized as a highly heterogeneous chronic disease with distinct etiology and diverse underlying mechanisms. GGT is a vital enzyme not only for metabolism and catabolism of glutathione but also for ROS production and leukotriene production in many diseases. Previous studies have demonstrated that GGsTop restored GSH levels and suppressed ROS production in ischemia/reperfusion-induced renal injury and neuroinflammation (21, 24). Indeed, increased level of GGT in serum is associated to oxidative stress and high levels of leukotrienes (49, 50), both of which are implicated in the pathogenesis of asthma (51, 52). Although there is no direct evidence linking GGsTop to leukotriene biosynthesis in asthma, we have shown that this inhibitor increases GSH level in the lung. GSH is closely associated with leukotriene production (53), implicating its’ role in asthma.

Similarly, the development of steroid resistance in asthma is heterogeneous. Potential mechanisms underlying steroid resistance are associated with multiple immune dysregulations. Type 2 cytokines (e.g., IL-4/IL-13) are found to be highly expressed in the lung of steroid resistant asthmatics (54–56). Type 1 cytokine, IFNγ inhibits GCR nuclear translocation, resulting in steroid resistance (27). IFNγ and TNFα induce steroid resistance in human airway smooth muscle cells *via* NFκB and STAT1 pathways (57). Dysregulated IL-10 production in lymphocytes and reduced HDAC activity in macrophage are similarly associated with steroid resistance in the pathogenesis (58, 59). Asthmatics resistant to steroid therapy demonstrate high levels of Th17 cells and IL-17A, which in turn regulate neutrophilic inflammation in airway. Furthermore, neutrophilic asthmatics often experience bacterial infection (60, 61). Interestingly, staphylococcal endotoxins B that is one of bacterial produces may induce steroid resistance by increasing the expression of GCR-β (62).

This mouse model of OVA/LPS-induced asthma exacerbation is characterized by heterogeneous inflammation, notably concerning the elevation of type 1 and type 2 cytokines which lead to AHR and steroid resistance (29). The common-known mechanisms of exacerbated asthma are mediated by induction of type 1 responses and/or type 17 responses, potentiation of type 2 responses, and elevated production of complex inflammation cytokines (29). TSLP, IL-5, IL-13 and IL-25 are the major proinflammatory cytokines that mediate eosinophilia-dominated type-2 inflammation (63). IL-5 can promote the proliferation, activation, and survival of eosinophils, while IL-13 administration to the lung can induce eosinophil recruitment, AHR, and mucus hypersecretion (64). IL-25 and TSLP are important epithelial cytokines to enhance downstream allergic lung inflammation by activating ILC2 cells (65). Like glucocorticoid treatments, GGsTop was able to reduce expressions of these type 2 cytokines in allergic lungs to mediate asthma attenuation. IFNγ expression is heightened in patients with a severe asthma phenotype (66), and administration of recombinant IFNγ to mice with induce AHR that is steroid-resistant (28). TNFα and MCP-1 expression is linked to neutrophilic asthma and is refractory to steroid treatment in severe/exacerbated patients (32, 67, 68). Both IL-1 and IL-6 are implicated in the pathogenesis of asthma. Although LPS administration alone increases the expression of IL-1a and IL-6 in the lung, the combination of OVA and LPS challenge reduces the expression of these two cytokines (69). Furthermore, we did not observe increased expression of IL-1a, IL-1b, and IL-6 in OVA/LPS treated mice (29). Different to glucocorticoid treatments, GGsTop was able to suppress expressions of IFNγ, TNFα and MCP-1, the three key factors in steroid resistant asthma. This demonstrates that γ-glutamyl transferase is implicated in asthma exacerbation through the regulation of a broader range of inflammatory chemokines and cytokines.

Interestingly, while we saw reductions in eosinophils and macrophages in the BALF, populations of neutrophils and lymphocytes were unchanged in response to GGsTop treatment despite improvements in inflammatory scores, AHR, mucus hypersecretion, and collagen deposition. This could be an indication that neutrophilic inflammation occurs independent of TLR4 activation, albeit with reduced pathogenicity. However, further studies are needed to investigate the dissociation between neutrophilic inflammation and other pathological changes in lung during asthma exacerbations. Surprisingly, treatment with GGsTop reduced eosinophil proportions in peripheral blood and bone marrow, even though it was directly administered into the lungs. This suggests that GGsTop not only suppresses Th2 responses in lung, but also has a systemic impact. Further studies are needed to elucidate whether its’ effect on the levels of eosinophils in the peripheral and bone marrow is direct or indirect. We have performed the assessment and found that GGsTop inhibits GGT activity in BALF, and reduced glutathione are increased in BALF after GGsTop treatment. Numerous studies have demonstrated the protective role of glutathione in lung diseases, including asthma, smoke-induced inflammation, and bleomycin-induced lung fibrosis (39, 40, 70, 71). These investigations support our finding that GGsTop improve asthma outcomes potentially *via* restoring glutathione level.

To understand the transcription mechanisms that are affected by GGsTop, treated mouse airways were collected and RNA-sequencing was performed to elucidate the presence of enriched pathways. Airways but not whole lung tissue were chosen to better understand airway inflammation, as they are the primary sites of the disease. LPS inhalation is one of important hazards for asthma exacerbation by stimulating many cells in airway, including airway epithelial cells and macrophages (31, 72, 73). LPS alone evokes features of asthma in mice, including airway inflammation, AHR and tissue remodeling (74). LPS binds to its receptor TLR4, resulting in LY96/MD-2 and CD14 transduction which facilitates NFκB activation, cytokines secretion, and inflammatory response (46, 47). Previous studies have confirmed that NFκB signaling pathway is activated in response to inflammatory stimuli during viral or bacterial asthma exacerbations (75). 

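Between the OVA/LPS/Vehicle and PBS groups of the airway RNA-seq, 3096 genes were lower and 2231 higher in the OVA/LPS/Vehicle group at an adjusted p under 0.05. After GC correction 1869 were lower and 1138 higher, and 2257 of the 5327 genes called on the deposited values kept their call. Of 49 NFκB target genes, 23 were lower and 26 higher than in the PBS group, with a median log2 fold change of 0.04 (limma's camera, adjusted p = 0.632). Within the list 11 lower and 10 higher genes had an adjusted p under 0.05 over all genes, and 24 genes did over the list alone. The list of LPS and TLR4 signaling had 24 lower and 20 higher genes and a median of −0.07 (adjusted p = 0.695), with 14 lower and 8 higher genes past the threshold over all genes and 23 over the list alone. Of the chemokine and receptor genes 32 were higher and 14 lower, with a median of 0.30 (adjusted p = 0.0094). Among them 4 lower and 14 higher genes passed over all genes, and 18 over the list alone. After GC correction 28 were higher and 18 lower, with a median of 0.11 (adjusted p = 0.0273). Cxcl5 was higher by 4.04 (SE 0.43, adjusted p = 0.00236), Ccl20 by 3.16 (SE 0.39, adjusted p = 0.00337) and Ccl2, which encodes MCP-1, by 1.12 (SE 0.29, adjusted p = 0.0141), while Mmp9 changed by −0.94 (SE 0.28, adjusted p = 0.0219).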

Our RNA-seq results confirmed the activation of this pathway in OVA/LPS/Vehicle group. By using GSEA analysis, GGsTop treatment suppressed the activation of TLR4/NFκB pathway. 

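In the airway libraries, Tlr4 (ENSMUSG00000039005, chromosome 4, 66827584 to 66930284) measured 4.13 ± 1.28 FPKM (SD, n = 3) in the PBS group, 6.99 ± 1.18 FPKM (SD, n = 4) in the OVA/LPS/Vehicle group and 5.14 ± 0.966 FPKM (SD, n = 4) in the OVA/LPS/GGsTop group. Its log2 fold change was 0.66 (SE 0.19, adjusted p = 0.0194) in the OVA/LPS/Vehicle group against PBS and −0.38 (SE 0.17, adjusted p = 0.161) with GGsTop. Ly96, which encodes the MD-2 partner of TLR4, followed with 0.86 (SE 0.25, adjusted p = 0.0204) and −0.42 (SE 0.23, adjusted p = 0.234). Cd14 rose by 0.79 (SE 0.25, adjusted p = 0.0275) and changed by −0.62 (SE 0.23, adjusted p = 0.0984) with GGsTop. With array weights all 3 genes were lower with GGsTop, at adjusted p-values of 0.0135 for Tlr4, 0.0306 for Ly96 and 0.00511 for Cd14. After GC correction the change with GGsTop was −0.02 for Tlr4, −0.10 for Ly96 and −0.71 for Cd14, and with a correction for transcript length added, Ly96 turned to 0.14. From its GSEA analysis, the paper concludes that GGsTop suppressed the activation of the TLR4/NFκB pathway.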

Importantly, NFκB regulates a significant number of cytokines (IL-5, IL-13, TNFα), chemokines (CXCL1, CXCL2, CXCL3, CXCL5, CCL20, and MCP-1), mucins (MUC5AC), and enzymes (MMP9) (75). We have confirmed the expression of some of those proinflammatory molecules by qPCR, which were attenuated by GGsTop treatment.

In addition to NFκB signaling, GGsTop also inhibited multiple pathways that are critical in the asthma exacerbation (**Supplementary Figure S2**). 

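Of 43 Notch signaling genes in the airway libraries, 36 were higher and 7 lower in the OVA/LPS/GGsTop group than in the OVA/LPS/Vehicle group, with a median log2 fold change of 0.33 (limma's camera, adjusted p = 3.58e-06). In this list 9 higher genes and no lower gene had an adjusted p under 0.05 over all genes, and 21 genes did over the list alone. The median GC content of the list was 54.9%, and after GC correction the median log2 fold change was 0.20 (adjusted p = 2.86e-04). Dvl3 was higher by 0.64 (SE 0.09, adjusted p = 0.0124) and Numbl by 0.80 (SE 0.12, adjusted p = 0.0126). The direction was kept but the threshold not passed with the Reactome set of Notch signaling (adjusted p = 0.0789) and with an estimated correlation (adjusted p = 0.403).
The list of PPAR signaling had 32 lower and 19 higher genes and a median of −0.27 (adjusted p = 0.0136). Within it 3 lower and 4 higher genes passed over all genes, and 13 over the list alone. Gk was lower by −1.04 (SE 0.19, adjusted p = 0.0198) and Cd36 by −0.74 (SE 0.16, adjusted p = 0.0283), with the library OVA/LPS/Vehicle 78 below the others of its group for Cd36, whereas Cyp27a1 was higher by 0.55 (SE 0.10, adjusted p = 0.019). The list was not past the threshold with fry (adjusted p = 0.277), with an estimated correlation (adjusted p = 0.432) or in 2 of the 8 fits that each left out 1 library. Its means in OVA/LPS/GGsTop 1 and 3, 3.58 and 3.47, lay below the OVA/LPS/Vehicle libraries, at 4.15 to 4.66. OVA/LPS/GGsTop 2 and 4, at 4.26 each, lay within that range. A list of fat genes was likewise lower in OVA/LPS/GGsTop 1 and 3 (2.23 and 1.79) than in 2 and 4 (4.46 and 4.96). Fat carried along in the dissection was not separated from a change in PPAR signaling.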

For instance, notch signaling pathway is involved in asthma pathogenesis by regulating airway inflammation, AHR and mucus production (76, 77). This is demonstrated in a study of asthma exacerbation that a Notch inhibitor SAHM1 suppresses the disease (77). Additionally, Peroxisome proliferator-activated receptor (PPAR) signaling pathway up-regulates the expression of Muc5ac in airway epithelial cells and ST2 expression in Th2 cells, both of which critically contribute to asthma pathogenesis (78, 79).

Glucocorticoids remain as the mainstay treatment for asthma. Inhaled glucocorticoids bind to glucocorticoid receptor, leading to decreased proinflammatory factors and increased expression of anti-inflammatory mediators (80). However, there are currently no effective treatments for steroid-resistant asthma that is heterogenous and is underlined by multifactorial mechanisms. Surprisingly, GGsTop attenuated the LPS-induced asthma exacerbation, which cannot be controlled by dexamethasone (29). This suggests that GGsTop inhibits asthma independent of glucocorticoid pathway. 

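Supplementary Table 5 gives scaled values of 46 steroid resistance-associated genes for the 11 airway libraries, and these followed log2(FPKM + 1) with a minimum correlation across the libraries of 0.975. In the fit were 45 of them, 16 lower and 29 higher in the OVA/LPS/GGsTop group than in the OVA/LPS/Vehicle group. Among the lower genes 6 had an adjusted p under 0.05, and among the higher genes 16 did. By the scaled values of the table itself, 17 genes had a lower and 29 a higher mean in the OVA/LPS/GGsTop group. The smallest p-values among the lower genes, after Cxcl1, belonged to Sox4, with −0.93 (SE 0.16, adjusted p = 0.0186), and Id2, with −0.55 (SE 0.10, adjusted p = 0.0186). Itga5 led the higher genes with 0.64 (SE 0.09, adjusted p = 0.00842), before Nab2 with 0.56 (SE 0.09, adjusted p = 0.0163) and Midn with 0.57 (SE 0.10, adjusted p = 0.0187). After GC correction 2 lower genes and 1 higher gene had an adjusted p under 0.05, with 0.0305 for Sox4 and 0.038 for Itga5, and 0.07 for Id2.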

Further analysis of the steroid resistance-associated genes in the GGsTop treated lung revealed that 46 of them were down-regulated (**Supplementary Figure S3A**). GO enrichment analysis showed that the 46 genes are involved in biological processes including apoptosis, gliogenesis and smooth muscle contraction, which are important for the pathogenesis (**Supplementary Figure S3B**). Apoptosis of inflammatory cells is a mechanism by which glucocorticoids resolve eosinophilic and T-cell mediated inflammation in asthma (81, 82). Angiogenesis is a prominent feature of the airway remodeling that occurs in asthmatic airways, in which the expansion of blood vessel formation, accompanied by fibrosis, leads to further chronic inflammation (83). Abnormalities in airway smooth muscle contraction underpin hypercontractility and airway remodeling in asthma (84, 85). Indeed, previous study has indicated that eosinophils isolated from steroid-resistant asthmatic patients are resistant to steroid-induced apoptosis (86). This further underscores the therapeutic potential of GGsTop in steroid-resistant asthma treatment.

In conclusion, we have described that GGsTop inhibits the hallmarks of asthma exacerbation, including AHR, eosinophilic inflammation, mucus hypersecretion and collagen deposition. GGsTop deactivates several proinflammatory pathways and restrains the production of type 1 and 2 cytokines. GGsTop inhibits these pathological changes and suppresses the expression of steroid resistance-associated molecules independent of glucocorticoid pathway. Our data suggest that GGsTop treatment may be an alternative and effective therapeutic approach for treating asthma exacerbation.

## Data availability statement

The datasets presented in this study can be found in online repositories. The names of the repository/repositories and accession number(s) can be found below: GSE217834 (GEO).

## Ethics statement

All experimental protocols were approved by the Animal Ethics Committee of Zhengzhou University (#ZZURIB20180120).

## Author contributions

CZ, HX, LH, LZ, GZ, FL and MY designed the research. CZ, HX, KN, LS, YYM, ZM, YM, YD and CW performed the research. CZ, HX, FL and YM analyzed data. CZ, HX, FL and MY wrote the paper. All authors contributed to the article and approved the submitted version.

# Supplementary material for: Inhibition of γ-glutamyl transferase suppresses airway hyperresponsiveness and airway inflammation in a mouse model of steroid resistant asthma exacerbation
**Source:** Front Immunol. 2023 Jun 12;14:1132939. doi: 10.3389/fimmu.2023.1132939
**Supplement:** Supplementary file 4

**Supplementary Table 1: qPCR primer sequences.**

| SYMBOL | Sequence (5’-3’) |
| --- | --- |
| GAPDH  Muc5ac  IL-13  IL-5  IL-25  TSLP  IFNγ  MCP-1  TNF-α  Cxcl1  Cxcl2  Cxcl3 | F: 5′-GGTGAAGGTCGGTGTGAACG-3′  R: 5′-CTCGCTCCTGGAAGATGGTG-3′  F: 5′-CTGTGACATTATCCCATAAGCCC-3′  R: 5′-AAGGGGTATAGCTGGCCTGA -3′  F: 5′-AGCTGAGCAACATCACACAAGACC-3′  R: 5′-TGGGCTACTTCGATTTTGGTATCG-3′  F: 5′-CTCTGTTGACAAGCAATGAGACG-3′  R: 5′-TCTTCAGTATGTCTAGCCCCTG-3′  F: 5′-AGTGTCCGGCATGTACCAGG -3′  R: 5′-TCCGGGGGTTCTTGCTCTTT -3′  F: 5′-GCGACAGCATGGTTCTTCTC-3′  R: 5′-TGCTCGAACTTAGCCCCTTT-3′  F: 5′‐TCTTGAAAGACAATCAGGCCATCA‐3′  R: 5′‐GAAT CAGCAGCGACTCCTTTTCC‐3′  F: 5′‐AGAGCCAGACGGGAGGAAG‐3′  R: 5′‐CCAGCCTACTCATTGGGATC‐3′  F: 5′‐GTCTACTGAACTTCGGGGTGATCG‐3′  R: 5′‐AGCCTTGTCCCTTGAAGAGAACC‐3′  F: 5´-TCCAGAGCTTGAAGGTGTTGCC-3´  R: 5´-AACCAAGGGAGCTTCAGGGTCA-3´  F: 5´-CATCCAGAGCTTGAGTGTGACG-3´  R: 5´-GGCTTCAGGGTCAAGGCAAACT-3´  F: 5´-TGAGACCATCCAGAGCTTGACG-3´  R: 5´-CCTTGGGGGTTGAGGCAAACTT-3´ |

How the deposited data were processed for this re-analysis (not part of the article)

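RNA of the bluntly dissected airway was sequenced in 3 PBS, 4 OVA/LPS/Vehicle and 4 OVA/LPS/GGsTop libraries. The sample labels speak of trachea, whereas the paper describes airway tissue from which the trachea was left out. The libraries were treated here as airway. The authors deposited FPKM, fragments divided by exon length and by the total of the library, with 1 column per library and no further scaling between libraries. Sequencing and mapping were done by a service company, and the genome build, annotation, aligner and counting tool are not stated in the labels used here. Gene identifiers were matched to GENCODE M21 on GRCm38 for 21846 of the genes listed. The product of FPKM and merged exon length was a whole multiple of a single step in each library for nearly all genes, and the totals of fragments that these steps imply were 15062757, 15502785, 18632382 for PBS 1 to 3, 15501854, 15806695, 15941759, 16710800 for OVA/LPS/Vehicle 12, 34, 56 and 78, and 15057819, 14513141, 15777204, 14799640 for OVA/LPS/GGsTop 1 to 4. Where 27 symbols were shared by several identifiers, the identifier with the highest mean FPKM kept the symbol.

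Libraries were grouped by their labels into PBS, OVA/LPS/Vehicle and OVA/LPS/GGsTop, and the 3 pairwise comparisons were made. The values log2(FPKM + 1) of genes with a mean of at least 0.5 FPKM over all libraries were fitted with limma 3.58.1 in R 4.3.3, with a mean-variance trend in the empirical Bayes step, and p-values were two-sided and adjusted by the Benjamini-Hochberg method over the genes tested. A gene was called at an adjusted p under 0.05. The thresholds behind the gene counts of the paper are not stated in its text, and an unadjusted p under 0.05 with a log2 fold change beyond 1, after the lines of its volcano plot, was used for the comparison with them. Genes under the filter were compared by an exact two-sided permutation test of the difference in mean log2(FPKM + 1).

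Gene lists for pathways, cell types, tissues and the circadian clock were written by hand before the FPKM were seen. They were tested with limma's camera at an inter-gene correlation of 0.01, with adjustment over 10 pathway lists and, separately, over 20 marker and clock lists in each comparison. The genes named in the text are those the paper names, the γ-glutamyl transferase genes, the 5 genes with the smallest p in each direction, the 3 genes with the smallest p in each list, up to 3 genes per direction of each supplementary table, and up to 5 members of a marker list by mean FPKM. The result of 1 gene under this rule is not reported here. Lipf, Ltf, Gfi1, Il1b and Ticam2 are named outside this rule, and Arntl, Npas2, Tg, Pth and Rag1 were singled out from their lists after their values were seen. The marker lists that are reported were first picked by eye. This was replaced, after their values were seen, by the 2 lists with the smallest p in each comparison, together with the thyroid list. The lists of fat, muscle, gland, alveolar epithelium, T cells, proliferation, eosinophils and macrophages were added later, also after their values were seen. Supplementary Tables 2 to 5 were read as published and compared with the FPKM by Pearson correlation across the 11 libraries.

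The GC content and length of each gene were those of its longest transcript. For the GC correction, a natural spline with 5 degrees of freedom was fitted in each library to the deviations of log2(FPKM + 1) from the gene means and subtracted. The alternatives were a pseudocount of 0.1, a minimum mean of 1 FPKM or none, rescaling to the same FPKM total or the same median, no mean-variance trend, a robust fit, array weights, only the 2 groups compared, a replicate block for PBS and OVA/LPS/GGsTop, each library left out in turn, and for the lists limma's fry, camera with an estimated correlation, fgsea 1.28.0 and Reactome sets. The GC correction, GC and length correction, limma voom on the recovered reads with and without size factors, removal of mitochondrial genes, and the replicate block together with the GC correction were added after seeing the data. Tables and figures were made with Python 3.11.15, pandas 2.3.3, numpy 2.4.6 and matplotlib 3.10.9. GO and KEGG terms were not used here, and the qPCR, protein, cell count and lung function data were not analysed here.

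The fit was tested on simulated data of 13677 genes with 200 changed genes, after first runs on the real libraries. At a log2 fold change of 1, 142 of these were recovered with 3 false calls, and at 2 all were recovered with 13 false calls. With no gene changed there were 4 calls. An added GC slope of 0.3 log2 per 10 points gave 145 false calls before and 15 after the correction. A list of 40 genes shifted by 0.5 gave a camera p-value of 6.66e-26, and 2 of 100 unshifted lists had p under 0.05. The simulated genes varied independently of each other at a single dispersion of 0.05. The simulation therefore does not test camera on genes that vary together.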

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

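The tests of a single library, of tissue carry-over, of glucocorticoid signal and of time of day, and the tests of GC content for the type 2, ciliated and B cell lists, were chosen only after the result was seen.

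Within a group of 4, a library was taken as far from the others when the ratio of its gap from the nearest library to the range of the group exceeded the critical value of Dixon for 4 values at 0.05. This held in 16 of 200 groups tested, against 10 that chance gives, so that most single cases carry little weight. The ratios were 0.9041 for Cxcl3 and 0.8746 for Ifitm5 in OVA/LPS/Vehicle 56, 0.9263 for Stim1 in OVA/LPS/GGsTop 4, 0.8966 for Ggt1 in OVA/LPS/Vehicle 56 and 0.9331 in OVA/LPS/GGsTop 2, 0.9013 for Ifngr2 in OVA/LPS/GGsTop 4 and 0.9396 for Cd36 in OVA/LPS/Vehicle 78. For Il25 in OVA/LPS/Vehicle 12 and OVA/LPS/GGsTop 2 and for Ifng in OVA/LPS/GGsTop 3 the ratio was 1, because the other libraries of the group were listed at 0 and the single value rests on few fragments. For the mean of the mitochondrially encoded genes OVA/LPS/Vehicle 34 was below the others (0.8744), and for the sex list, Xist and Y-linked genes, OVA/LPS/GGsTop 4 was below the others of its group (0.8952). The cause was not tested for these single libraries.

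In OVA/LPS/Vehicle 12, the ratio was 0.9748 for Gbp7, 0.97 for Socs1 and 0.8696 for the mean of the IFNγ response list. The thymus list was also far above the others in this library (0.8849), at a mean log2(FPKM + 1) of 3.69 against 1.29 in the next, with Rag1 at 8.53 FPKM. Without this library the median log2 fold change of the IFNγ response list with GGsTop went from −0.22 to −0.0853 (adjusted p = 0.00528, and 1.15e-04 with GC correction, within a range from 9.27e-09 to 0.432 over the alternatives). The means of the other OVA/LPS/Vehicle libraries, 3.26 to 3.39, overlapped those of the OVA/LPS/GGsTop group, 3.03 to 3.31. Thymus tissue may have entered the library OVA/LPS/Vehicle 12, and much of the change of the list rests on this library.

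Clock genes that the paper does not discuss, apart from Nr1d1, moved together. The list that follows Dbp was higher in the OVA/LPS/GGsTop group than in the OVA/LPS/Vehicle group (median log2 fold change 1.09, 12 of 12 genes higher, adjusted p = 2.27e-07) and than in the PBS group (1.60, adjusted p = 3.09e-16). The list with the opposite phase was lower with GGsTop than in the OVA/LPS/Vehicle group (−0.49, adjusted p = 2.86e-04), with Arntl at −0.87 (SE 0.14, adjusted p = 0.0141) and Npas2 at −0.93 (SE 0.20, adjusted p = 0.024). Without GGsTop, in OVA/LPS/Vehicle against PBS, the list that follows Dbp was higher too (0.49, 10 of 12 genes higher, adjusted p = 0.0127, and 3.07e-04 after GC correction). The list with the opposite phase was not past the threshold there (−0.16, adjusted p = 0.685). Of the 35 splits of the 8 libraries, only the real split (1 of 35) gave both lists p-values as small. The larger adjusted p of both lists was 1.48e-05 after GC correction and at most 4.76e-04 with each library left out in turn. The median GC content of the lists was 52.8% and 51.6%, near the 49.9% of all genes tested, so that the correction is a weak test of GC content here. The glucocorticoid-induced list was higher with GGsTop (17 of 27 genes, median 0.24, adjusted p = 0.0482, and 0.183 after GC correction). Its 22 genes that are not linked to the clock were not past the threshold (adjusted p = 0.338). Since the genes set aside as linked to the clock belong to the glucocorticoid-induced list too, this does not exclude a glucocorticoid signal. The time of day of tissue collection is not given, and the opposite movement of the second list (median −0.491) is what a difference in the hour of collection would also give. A candidate explanation is therefore the hour of collection as much as an effect of GGsTop on the clock, and these libraries cannot tell them apart.

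In the B cell list, 14 of 14 genes were lower in the OVA/LPS/GGsTop group than in the OVA/LPS/Vehicle group (median log2 fold change −0.56, adjusted p = 2.86e-04, and 2.99e-05 after GC correction). The median GC content of this list, 49.3%, makes the correction a weak test of GC content. As small a p-value was given by 13 of the 35 splits of these libraries, so that this list is within what differences between single libraries give.

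Against the PBS group, the type 2 response list was higher in the OVA/LPS/Vehicle group (median log2 fold change 1.46, 20 of 21 genes higher, adjusted p = 4.89e-07) and in the OVA/LPS/GGsTop group (1.67, 20 genes higher, adjusted p = 3.22e-13). After GC correction the adjusted p was 4.40e-08 and 1.93e-12. As small a p-value was given by 3 of 35 splits in the former comparison and by 1 of the 8 splits that part the libraries of the same number in the latter, a number of splits too small to pass 0.05. The ciliated cell list was also higher in the OVA/LPS/Vehicle group than in the PBS group (median 1.24, 15 of 16 genes higher, adjusted p = 2.03e-06, and 2.60e-09 after GC correction), which 3 of 35 splits matched. The median GC content of the type 2 and ciliated cell lists was 46.6% and 49.7%, near the 49.9% of all genes tested, so that the correction is a weak test of GC content here. Although other splits gave camera p-values as small, the list means of all OVA/LPS/Vehicle libraries (3.59 to 4.47 and 4.20 to 4.48) lay above those of all PBS libraries (1.72 to 2.07 and 3.09 to 3.71). The ciliated cell list was also higher in the OVA/LPS/GGsTop group than in the PBS group (median 1.08, adjusted p = 5.11e-13). Alveolar epithelium genes, reported after their values were seen, had a median of −0.72 in the OVA/LPS/Vehicle group (adjusted p = 0.0574, and 0.0135 after GC correction) and of −0.47 in the OVA/LPS/GGsTop group (12 of 12 genes lower, adjusted p = 0.00362) against PBS. These lists bear on the share of airway epithelium in the dissected tissue, but splits of the libraries were not run for the latter 3 results, and a change in that share was not separated from a change in expression.

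Thyroid and parathyroid transcripts were higher in the OVA/LPS/Vehicle group than in the PBS group (median log2 fold change 1.27, adjusted p = 0.0438) and lower in the OVA/LPS/GGsTop than in the OVA/LPS/Vehicle group (median −1.05, 11 of 12 genes lower, adjusted p = 3.16e-04). Tg measured 90.6, 166 and 303 FPKM in OVA/LPS/Vehicle 12, 34 and 56 and 0.256 FPKM in OVA/LPS/Vehicle 78, against at most 0.828 FPKM in PBS and 1.44 FPKM in OVA/LPS/GGsTop libraries. Pth reached 224 FPKM. A change of the whole group would reach all its libraries, and Tg was at the level of the other groups in 1 of 4. GC correction left a log2 difference of 7.61 in Tg between the highest OVA/LPS/Vehicle and the highest PBS library. Thyroid and parathyroid tissue beside the airway may have been carried along in the dissection of some OVA/LPS/Vehicle mice, and gland genes such as Lipf may share this source. The sample labels speak of trachea, so that it is also not settled whether all groups hold the same part of the airway.

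Lists of other tissues, reported after their values were seen, also differed. Fat genes were lower in the OVA/LPS/GGsTop than in the OVA/LPS/Vehicle group (median log2 fold change −1.35, 10 of 10 genes lower, adjusted p = 0.00196), with list means of 1.79 to 4.96 against 4.50 to 5.72. Cardiac muscle genes were higher than in the PBS group in the OVA/LPS/Vehicle group (median 2.54, adjusted p = 0.00529) and in the OVA/LPS/GGsTop group (2.16, adjusted p = 1.51e-04), while the PBS libraries themselves spanned 1.30 to 6.11. With GGsTop against OVA/LPS/Vehicle the lists of proliferation (adjusted p = 3.16e-04), T cells (0.00135) and salivary or submucosal gland (0.00444) were lower and airway smooth muscle (0.0101) higher. After GC correction the adjusted p was 6.47e-04, 1.50e-04, 8.42e-04 and 0.0508 in the same order. The eosinophil list had 8 of 8 genes higher with GGsTop (camera, adjusted p = 0.13, and 0.0391 after GC correction). Its mean was lowest in OVA/LPS/Vehicle 56, at 1.79. Of the macrophage list 11 of 14 genes were higher (adjusted p = 0.613). The paper counted these cells in BALF and not in the dissected airway. In OVA/LPS/Vehicle 12 the list means of proliferation and T cells were highest, at 2.11 and 3.21. The other libraries of that group, at 1.14 to 1.62 and 1.51 to 2.23, overlapped the OVA/LPS/GGsTop group, at 1.01 to 1.23 and 1.32 to 1.91. Splits of the libraries were not run for these lists, and the cause was not tested list by list. The gland list means were 4.08, 4.53 and 5.77 in OVA/LPS/Vehicle 12, 34 and 56. In OVA/LPS/Vehicle 78 the mean was 2.69, within the 2.25 to 2.74 of the OVA/LPS/GGsTop libraries. The gland list thus followed Tg, and tissue carried along in the dissection may give this pattern.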

How the results depend on the processing

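The tests with GC correction, GC and length correction, voom and removal of mitochondrial genes were chosen only after the result was seen, while the other alternatives were set before the data were examined. Where a result changed, the cause was not tested unless stated. The count tests planned at first were not run, since the deposited unit is FPKM, and voom was run instead on reads recovered from the FPKM. The Reactome set of PPARA matched 1 tested gene and was not run.

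In OVA/LPS/GGsTop against OVA/LPS/Vehicle, 254 lower and 966 higher genes had an adjusted p under 0.05. These counts were 155 and 2026 with the same FPKM total, which moved the median of all genes to 0.108, 1982 and 3232 with array weights, 1406 and 2119 with only the 2 groups in the fit, 60 and 251 after GC correction, and 22 and 77 after GC and length correction. With the same median they were 354 and 344. The higher genes numbered 468 with voom and size factors, and the lower genes 148 without mitochondrial genes. They ranged from 4 to 186 lower and from 20 to 866 higher genes across the 8 fits that each left out one library. The counts at p under 0.05 with a log2 fold change beyond 1 were 66 lower and 22 higher genes. They became 134 and 88 with a pseudocount of 0.1, 166 and 99 with voom, 194 and 86 with voom and size factors, and 43 and 11 after GC and length correction. With array weights the lower genes were 109, and the higher genes were 40 with the same FPKM total and 13 after GC correction. Leaving out one library gave from 38 to 130 lower and from 16 to 42 higher genes.

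In OVA/LPS/Vehicle against PBS, the 3096 lower and 2231 higher genes became 1869 and 1138 after GC correction and 1537 and 1014 after GC and length correction. The higher genes were 1232 with the same FPKM total, which moved the median of all genes to −0.152, and 3443 with array weights. Leaving out one library gave from 1889 to 3395 lower and from 1175 to 3045 higher genes. In OVA/LPS/GGsTop against PBS, the 115 lower and 288 higher genes became 61 and 147 with no filter, 1178 and 1379 with array weights, 9 and 30 with only the 2 groups, and 16 and 46 with a replicate block for the shared numbers. The lower genes were 243 with the same FPKM total, 188 after GC correction and 190 after GC and length correction. Leaving out one library gave from 8 to 642 lower and from 21 to 955 higher genes.

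With the correlation among the genes of a list estimated from the data, none of 7 lists that were past the threshold in OVA/LPS/GGsTop against OVA/LPS/Vehicle passed: the adjusted p was 0.25 for NFκB targets, mitochondrially encoded genes and chemokines, 0.432 for the IFNγ response, nuclear oxidative phosphorylation genes and PPAR signaling, and 0.403 for Notch signaling. The glucocorticoid-induced list, also past it (adjusted p = 0.0482, and 0.183 after GC correction), was not put through the other alternatives. With fry the adjusted p was 0.199 for the IFNγ response, 0.14 for the nuclear genes and 0.277 for PPAR signaling, and with Reactome sets 0.113 for the IFNγ response and 0.0789 for Notch signaling. Leaving out one library gave from 0.0016 to 0.056 for PPAR signaling. Directions given by camera reversed, always short of the threshold, for LPS and TLR4 signaling (GC and length correction 0.801, Reactome set 0.775, from 0.75 to 0.98 with one library left out) and calcium handling (GC and length correction 0.655). The median log2 fold changes of these lists stayed positive. In OVA/LPS/Vehicle against PBS the directions given by camera reversed for LPS and TLR4 signaling (GC and length correction 0.99) and the IFNγ response (array weights 0.666, from 0.198 to 0.847 with one library left out). The count of 16 lower steroid resistance-associated genes was the same under every alternative run for it, apart from 17 by the values of the table, which include a gene under the filter.

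Among single genes named in the text, the log2 fold change with GGsTop reversed for Muc5ac (−0.20 with array weights, −0.12 after GC and length correction, from −0.33 to 0.77 with one library left out), Stim1 (−0.0486 after GC correction, −0.13 with length added), Orai1 (−0.18 and −0.12), Ggt7 (−0.00228 and −0.0351), Ggt6 (−0.0738 after GC correction) and Ly96 (0.14 after GC and length correction). With one library left out, Tslp ranged from −0.0176 to 0.23, Il5 from −0.0325 to 0.0206 and Il25 from −0.0603 to 0.064. None of these genes was past the threshold in the fit on the deposited values, and Ly96 passed with array weights (0.0306, in a range from 0.0306 to 0.757). Of all values of single genes under alternatives set in advance, 920 kept their direction and side of the threshold, 142 were weaker and 32 stronger, with 11 reversed, and under those added later the numbers were 241, 47, 6 and 9. Depth limits Ifng, Il5, Il13 and Il25, whose values rest on few fragments per library.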

Differences from the paper's values

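The tests with voom, with GC correction and without mitochondrial genes were chosen only after the result was seen. At an unadjusted p under 0.05 and a log2 fold change below −1, 66 genes were lower in the OVA/LPS/GGsTop group than in the OVA/LPS/Vehicle group, against the paper's 152. Of 17 alternatives set before the data were examined, 3 came within 1.5 times the paper's count: a pseudocount of 0.1 (134), array weights (109) and the fit without OVA/LPS/GGsTop 4 (130), and the others did not. Above 1, 22 genes were higher, against the paper's 79, and of the same 17 alternatives only a pseudocount of 0.1 (88) came within 1.5 times. With limma voom on the recovered reads, chosen after seeing the values, there were 166 lower and 99 higher genes, and 194 and 86 with size factors. These are counts, and the genes behind the paper's counts were not compared.

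Of the steroid resistance-associated genes, 16 were lower in the OVA/LPS/GGsTop group, against the paper's 46, and none of the 12 alternatives set before the data were examined closed the gap, the values of Supplementary Table 5 included (17 lower).

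The paper counts Notch signaling among the pathways inhibited by GGsTop. Here the Notch list was higher in the OVA/LPS/GGsTop group (median log2 fold change 0.33, 36 of 43 genes higher, adjusted p = 3.58e-06), and no setting that was run gave a lower direction. This list was written by hand, and the gene set behind the statement of the paper was not used. The paper lists Ifitm5 among the genes that rose, and its adjusted p was 0.0589. It was called with the same FPKM total (0.0422), array weights (0.0084), only the 2 groups in the fit (0.0423) and without OVA/LPS/GGsTop 2 (0.0477), in a range from 0.0084 to 0.187 over the alternatives. Hif3a, which the paper also lists, rose by 0.62, under the fold used for the counts, and by 1.46 with a pseudocount of 0.1, and with voom, chosen after seeing the values, by 1.74 and by 1.70 with size factors. No other setting brought it past 1.

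The paper reports suppression of the cellular response to LPS, and the LPS and TLR4 list had an adjusted p of 0.876, past the threshold under no alternative run. It names the calcium term as differently regulated, and the calcium list had an adjusted p of 0.706, past the threshold under no alternative run. It reports NFκB activation in the OVA/LPS/Vehicle group, and the NFκB list had an adjusted p of 0.632 against PBS, past the threshold under no alternative run. Tlr4, Ly96 and Cd14, which stand in both of its tables of suppressed genes, had adjusted p-values of 0.161, 0.234 and 0.0984 with GGsTop, and were called with array weights (0.0135, 0.0306 and 0.00511), Cd14 also without OVA/LPS/GGsTop 4 (0.0445). Over the alternatives the adjusted p ranged from 0.0135 to 0.956 for Tlr4, from 0.0306 to 0.757 for Ly96 and from 0.00511 to 0.215 for Cd14. For Cxcl3, which the paper shows as lower by qPCR, the exact permutation test on the FPKM gave p = 0.0571, and 0.0286 with the same median in all libraries and without OVA/LPS/Vehicle 56.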

Other observations

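The tests of transcript length, of a group difference in GC slope and of shared handling were chosen only after the result was seen. Splits of the libraries into groups of the same sizes were counted with the real one included.

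Of the 35 splits of the OVA/LPS/GGsTop and OVA/LPS/Vehicle libraries, 1 gave as many genes with an adjusted p under 0.05 as the real 1220, no other split gave any, and after GC correction 1 gave as many as 311. At p under 0.05 with a log2 fold change beyond 1, 2 of 35 splits gave as many as the real 88, and the others had a median of 6 and at most 90. The GC correction kept 18.4% of the adjusted calls and, at the unadjusted threshold with its fold limit, 59.1%. These thresholds differ and cannot be set against each other. Fits that left out one library kept from 24 to 828 of the 1220 adjusted calls, so that lost calls alone do not show GC content as the cause. The lowest OVA/LPS/GGsTop slope lay 0.237 above the highest OVA/LPS/Vehicle slope. Genes called lower had a median GC content of 42.1% and genes called higher of 55.8%. Log2 fold change followed transcript length with a Spearman correlation of 0.0748. With GC and length correction together 73 of the 1220 calls were kept, against 225 with GC correction alone, so that a part played by length is not excluded. Without mitochondrial transcripts 68.9% of the calls were kept. With voom 87.4% were kept, but voom scales by the library total as FPKM do, so that sequencing depth was not tested by it. A difference between the groups in library preparation is a candidate explanation, and since GC slope and treatment coincide, the correction may also remove an effect of GGsTop on genes of high or low GC content.

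Of the adjusted calls 79.2% were higher genes, and the share was 80.7% after GC correction, 49.3% with the same median in all libraries and 92.9% with the same FPKM total. The balance of higher and lower genes thus depends on the scaling chosen. Since equal medians recentre all genes together and balance the calls largely by construction, this does not show scaling as the cause of the excess.

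In OVA/LPS/Vehicle against PBS, 1 of 35 splits gave as many genes as the real 5327, the others at most 3, and after GC correction 1 of 35 did. GC correction kept 42.4% of the calls.

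Between OVA/LPS/GGsTop and PBS, 115 genes were lower and 288 higher at an adjusted p under 0.05, and GC correction kept 96.8% of them. Since libraries of these groups share the numbers 1 to 3, the real split was compared with the 8 splits that part all same-numbered pairs, of which 1 gave as many genes, and 1 after GC correction. Among all 35 splits, 4 gave as many, up to 1226 for the split that put PBS 1 and 3 with OVA/LPS/GGsTop 1 and 3. Deviations from the group means correlated at 0.407 between libraries of the same number and at −0.17 between others, and 3 of 24 pairings gave a mean correlation as large, so that shared handling was not shown. With a replicate block, 16 lower and 46 higher genes were called, and 118 lower and 299 higher genes with the GC correction added.

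For the lists in OVA/LPS/GGsTop against OVA/LPS/Vehicle, as small a p-value was given by 9 of 35 splits for NFκB targets, 32 for LPS and TLR4 signaling, 20 for the IFNγ response, 2 for mitochondrially encoded genes, 12 for nuclear oxidative phosphorylation genes, 6 for chemokines, 22 for calcium handling, 4 for Notch signaling and 11 for PPAR signaling. In OVA/LPS/Vehicle against PBS the numbers were 22 for NFκB targets, 19 for LPS and TLR4 signaling and 35 for the IFNγ response. Differences between single libraries may therefore give list p-values of this size, and camera at a preset correlation may give p-values that are too small. The list means of all OVA/LPS/Vehicle libraries still lay apart from those of all OVA/LPS/GGsTop libraries for some lists. These were mitochondrially encoded genes (8.44 to 9.00 against 7.37 to 7.83), chemokines (2.76 to 3.09 against 2.30 to 2.62), NFκB targets (3.15 to 3.34 against 2.89 to 3.07) and Notch signaling (3.35 to 3.45 against 3.58 to 3.88). For the other lists the means overlapped. After GC correction these lists had an adjusted p of 2.19e-05 for NFκB targets, 9.27e-09 for the IFNγ response, 1.10e-06 for mitochondrially encoded and 6.00e-17 for nuclear genes, 3.11e-05 for chemokines, 2.86e-04 for Notch signaling and 2.86e-04 for PPAR signaling. The median GC content was 48.8% for NFκB targets, 49.2% for the IFNγ response, 50.1% for nuclear genes and 50.7% for PPAR signaling, near the 49.9% of all genes tested, so that the correction is a weak test of GC content for these 4 lists. Over the alternatives the adjusted p ranged from 2.10e-05 to 0.25 for NFκB targets, 9.27e-09 to 0.432 for the IFNγ response, 1.57e-09 to 0.25 and 4.39e-17 to 0.432 for mitochondrially encoded and nuclear genes, 1.53e-07 to 0.25 for chemokines, 2.88e-07 to 0.403 for Notch signaling and 7.64e-05 to 0.432 for PPAR signaling.

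Of the genes measured by qPCR in the paper, Tslp changed by 0.10 (SE 0.21, adjusted p = 0.774), Ccl2 by −0.61 (SE 0.27, adjusted p = 0.154) and Muc5ac by 0.16 (SE 0.56, adjusted p = 0.871) with GGsTop, while Muc5ac differed from PBS by 2.75 (SE 0.60, adjusted p = 0.00772) in the OVA/LPS/Vehicle group. With array weights Ccl2 was called (adjusted p = 0.0216), in a range from 0.0216 to 0.736 over the alternatives. Tslp (0.286) and Muc5ac (0.751) were not called with array weights. Il5, Il13 and Il25 were listed at no more than 0.117, 0.107 and 0.182 FPKM in the OVA/LPS/Vehicle libraries. Mmp9 changed by 0.48 (SE 0.25, adjusted p = 0.22) with GGsTop. The γ-glutamyl transferase genes changed by −0.19 (SE 0.17, adjusted p = 0.467) for Ggt1, 0.27 (SE 0.13, adjusted p = 0.187) for Ggt5, 0.19 (SE 0.21, adjusted p = 0.578) for Ggt6 and 0.27 (SE 0.17, adjusted p = 0.3) for Ggt7. The type 2 response list did not differ between the OVA/LPS/GGsTop and OVA/LPS/Vehicle groups (median log2 fold change 0.03, adjusted p = 0.613).

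The paper takes the effect of GGsTop to be independent of the glucocorticoid pathway. The glucocorticoid-induced list was higher than in the PBS group in the OVA/LPS/Vehicle group (median log2 fold change 0.39, adjusted p = 0.0134) and in the OVA/LPS/GGsTop group (0.63, 24 of 27 genes higher, adjusted p = 1.97e-08). In OVA/LPS/GGsTop against OVA/LPS/Vehicle its median was 0.24 (adjusted p = 0.0482, and 0.183 after GC correction). Its 22 genes not linked to the clock were not past the threshold in that comparison (adjusted p = 0.338). Members of the glucocorticoid-induced list were set aside for that test, so that it does not exclude a glucocorticoid signal. Splits of the libraries were not run for this list, and the cause was not tested.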
